# SFSWAP is a negative regulator of OGT intron detention and global pre-mRNA splicing

**DOI:** 10.7554/eLife.104439

**Published:** 2025-04-23

**Authors:** Ashwin Govindan, Nicholas K Conrad

**Keywords:** intron retention, O-glcnac, OGT, splicing, SFSWAP, decoy exon, Human

## Abstract

O-GlcNAcylation is the reversible post-translational addition of β-*N*-acetylglucosamine to serine and threonine residues of nuclear and cytoplasmic proteins. It plays an important role in several cellular processes through the modification of thousands of protein substrates. O-GlcNAcylation in humans is mediated by a single essential enzyme, O-GlcNAc transferase (OGT). OGT, together with the sole O-GlcNAcase OGA, form an intricate feedback loop to maintain O-GlcNAc homeostasis in response to changes in cellular O-GlcNAc using a dynamic mechanism involving nuclear retention of its fourth intron. However, the molecular mechanism of this dynamic regulation remains unclear. Using an O-GlcNAc responsive GFP reporter cell line, we identify SFSWAP, a poorly characterized splicing factor, as a trans-acting factor regulating OGT intron detention. We show that SFSWAP is a global regulator of retained intron splicing and exon skipping that primarily acts as a negative regulator of splicing. In contrast, knockdown of SFSWAP leads to reduced inclusion of a ‘decoy exon’ present in the OGT retained intron which may mediate its role in OGT intron detention. Global analysis of decoy exon inclusion in SFSWAP and UPF1 double knockdown cells indicate altered patterns of decoy exon usage. Together, these data indicate a role for SFSWAP as a global negative regulator of pre-mRNA splicing and positive regulator of intron retention.

## Introduction

Intron retention (IR) refers to the lack of removal of specific introns in a transcript, resulting in full-length introns in an RNA (Monteuuis et al., 2019; Rekosh and Hammarskjold, 2018). IR that leads to impaired cytoplasmic export and nuclear retention of the transcript is referred to as intron detention (Boutz et al., 2015). Detained introns are a common feature of mammalian transcriptomes, but, unlike other forms of alternate splicing, intron detention controls the levels and timing of production of mature mRNA (Boutz et al., 2015; Braunschweig et al., 2014; Yap et al., 2012). Cells regulate the efficiency of splicing of DIs, and therefore mRNA production, in response to specific environmental cues. DI-containing transcripts may serve as nuclear reservoirs that are spliced in response to cellular environment, or they may be transcriptional dead-ends that are subjected to nuclear degradation pathways (Boutz et al., 2015; Yap et al., 2012; Pendleton et al., 2018; Mauger et al., 2016; Ninomiya et al., 2011). Intron detention regulates a wide variety of transcripts in mammals, but the environmental cues and mechanisms that regulate intron detention have been defined for only a few of these RNAs.

The environmental cues that regulate intron detention of the human O-linked β-*N*-acetylglucosamine (O-GlcNAc) transferase (OGT) protein have been defined, but the mechanisms of this regulation are not fully understood (Park et al., 2017). OGT encodes the sole enzyme responsible for the post-translational modification O-GlcNAc, where UDP-GlcNAc serves as the cofactor for addition of GlcNAc residues to the hydroxyl groups of serine and threonine residues of thousands of nuclear and cytoplasmic proteins (Kreppel et al., 1997; Lubas et al., 1997; Bond and Hanover, 2015; Mannino and Hart, 2022). Conversely, OGA (O-GlcNAcase) is the sole enzyme responsible for removal of O-GlcNAc (Gao et al., 2001). Cells maintain O-GlcNAc homeostasis by an intricate feedback mechanism involving intron detention of the OGT transcript (Park et al., 2017). Under conditions of high cellular O-GlcNAc (such as treatment with the OGA inhibitor thiamet G [TG]), intron 4 of OGT is detained, resulting in reduction in cytoplasmic OGT mRNA. However, under conditions of low cellular O-GlcNAc (such as glucose deprivation or treatment with the OGT inhibitor OSMI-1), the intron is rapidly excised, resulting in increased levels of cytoplasmic OGT mRNA. Interestingly, the OGA transcript is also regulated by intron detention, but with the inverse relationship to O-GlcNAc levels outcomes as OGT (Tan et al., 2020).

We previously identified a cis-acting intronic splicing silencer (ISS) situated within OGT intron 4 that is necessary for IR (Park et al., 2017). Subsequent work by other groups showed that the ISS overlaps with an ~150 bp unannotated ‘decoy exon’ possessing multiple weak 5′ and 3′ splice sites (Parra et al., 2018). Deletion of the OGT decoy exon/ISS or even blocking of the decoy 5′ splice sites using morpholino oligonucleotides renders splicing of intron 4 constitutive (Park et al., 2017; Parra et al., 2020). This suggests the somewhat counterintuitive idea that at least partial assembly of the spliceosome around the decoy is necessary for OGT intron detention even though splicing of the decoy exon does not occur. Decoy exons are not unique to OGT and are present in many other retained intron containing genes, specifically those with longer retained introns (Parra et al., 2018; Pirnie et al., 2017). The decoy exons mediate IR in these genes as well, but the precise mechanism by which decoy exons regulate IR remains unclear.

In addition to the role of OGT intron detention in buffering changes in cellular O-GlcNAc levels, OGT (and consequently O-GlcNAc) has been proposed to be a ‘master regulator’ of detained intron splicing (Tan et al., 2020). Treatment of cells with the OGT inhibitor OSMI-2 for short time periods (~30 min) induces changes in OGT detention to buffer O-GlcNAc levels. However, longer treatment durations (~2 hr) lead to global changes in detained intron splicing. Differential phosphoproteomics after a short OSMI-2 treatment identified a set of proteins enriched in splicing factors. These ‘early responders’ could potentially mediate downstream effects of OSMI-2 on splicing and included the putative splicing factor SFSWAP.

SFSWAP (splicing factor, suppressor of white-apricot homolog; SFRS8) encodes the essential human homolog of the *Drosophila* splicing factor SWAP (Denhez and Lafyatis, 1994). It is an alternate splicing factor containing an RS domain, but it does not possess a canonical RNA-binding domain (Denhez and Lafyatis, 1994). It contains two suppressor of white apricot/Prp21 (SURP) domains which mediate its binding to other proteins containing an SURP interaction domain. The second SURP domain of SFSWAP has been shown to interact with the mammalian branchpoint binding protein SF1 in vitro (Crisci et al., 2015). However, the identity of its regulatory targets remains unknown. Its sequence contains a number of known phosphorylation sites (Tan et al., 2020) indicating that its function might be regulated by phosphorylation. In addition, it regulates alternate splicing of Tau (Wang et al., 2004), CD45 and fibronectin (Sarkissian et al., 1996) by inhibiting the inclusion of specific exons.

Here, we identify SFSWAP as a regulator of OGT intron detention using a CRISPR knockout screen with an O-GlcNAc responsive GFP reporter cell line. We show that knockout of SFSWAP leads to enhanced splicing of the OGT detained intron, particularly under high-O-GlcNAc conditions, indicating its role as a negative regulator of OGT splicing. We also show that SFSWAP is a global regulator of detained intron splicing and exon skipping, with enhanced splicing of retained introns and increased inclusion of cassette exons upon SFSWAP knockdown. Our results suggest that SFSWAP regulates OGT intron detention by modulating the inclusion or recognition of the decoy exon present within the detained intron. Finally, global analysis of decoy exon splicing upon SFSWAP knockdown indicates that SFSWAP may regulate decoy exon splicing globally to mediate its effect on intron detention.

## Results

### A GFP splicing reporter that monitors cellular O-GlcNAc levels

To enable genetic screens for identification of trans-acting factors that regulate OGT intron detention, we constructed a GFP-based splicing reporter that responds to cellular O-GlcNAc levels. The reporter consists of the entire intron 4 of OGT (the detained intron) and corresponding exons (exons 4 and 5) flanked upstream and downstream by the efficiently spliced β-globin intron 2 (and corresponding exons 2 and 3) (Figure 1a; Scarborough et al., 2022). An eGFP reporter upstream of this assembly is driven by a constitutive CMV promoter and translationally separated from the remaining exons by a T2A element (Donnelly et al., 2001a). The T2A element induces ribosomal skipping (Donnelly et al., 2001b) producing a GFP polypeptide separate from the protein product of the β-globin-OGT exons.

**Figure 1.**
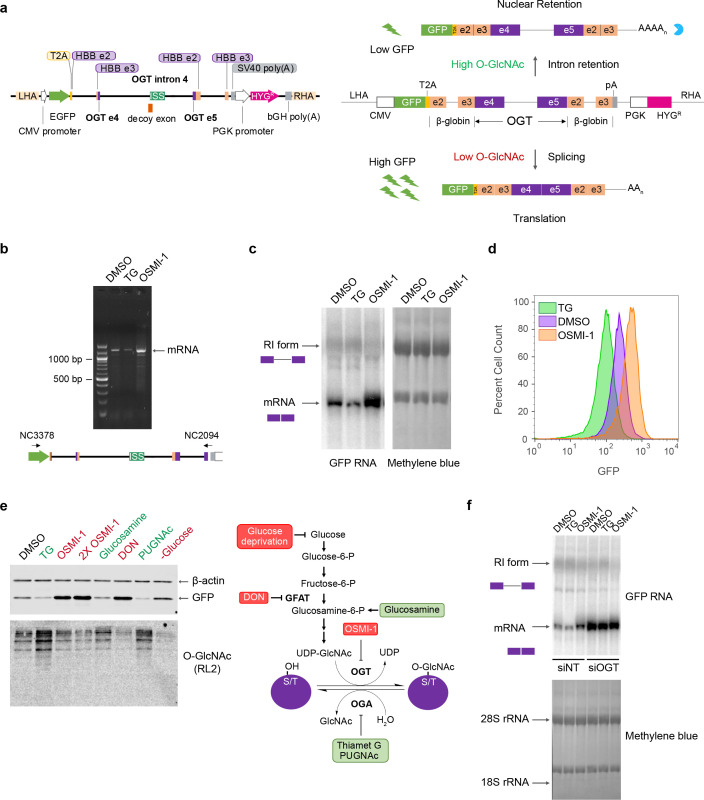
Construction of an O-GlcNAc responsive GFP biosensor. (**a**) Schematic of the GFP reporter (left, drawn to scale) and predicted changes in reporter splicing and expression upon varying cellular O-GlcNAc conditions (right). ISS – intronic splicing silencer; LHA – left homology arm; RHA – right homology arm; HBB – hemoglobin subunit β; PGK – phosphoglycerokinase; CMV – cytomegalovirus; bGH – bovine growth hormone; SV40 – Simian virus 40. (**b**) Semi-quantitative RT-PCR of RNA isolated from the reporter line under different treatment conditions using DNA primers (NC3378 and NC2094) that hybridize within the GFP ORF and just upstream of the polyadenylation signal sequence as shown below. The PCR conditions make it unlikely to detect the full-length detained intron isoform, so only the mRNA is observed. (**c**) Northern blot analysis of total RNA isolated from the reporter line after treatment with either DMSO, 1 μM TG or 10 μM OSMI-1 for 6 hr. The blot was probed for GFP. The retained intron band is heterogeneous and difficult to discern clearly due to its co-migration with the large ribosomal RNA. Methylene blue stain of the blot (right) is shown as a loading control. (**d**) GFP fluorescence levels of the reporter line as measured by flow cytometry after treatment with DMSO, TG, or OSMI-1 for 24 hr. (**e**) Validation of GFP reporter protein levels by western blot analysis after treatment of the reporter line with various modulators of cellular O-GlcNAc levels (left). Steps in the hexosamine biosynthesis pathway targeted by the modulators are shown on the right. Treatment with modulators indicated in red are expected to lead to reduced cellular O-GlcNAc levels, while treatment with those indicated in green are expected to lead to increased cellular O-GlcNAc levels. A broad specificity O-GlcNAc antibody (RL2) and β-actin are used as controls. (**f**) Northern blot analysis of RNA isolated from either 30 nM non-target (siNT) or OGT-specific (siOGT) siRNA-treated reporter line. Cells were treated for 6 hr with DMSO, TG, or OSMI-1 3 days after siRNA treatment. The blot was probed for GFP as above. Figure 1—source data 1.Agarose gel of semi-quantitative RT-PCR of RNA isolated from the reporter line under different treatment conditions (source data for Figure 1b). Figure 1—source data 2.Northern blot of total RNA isolated from the reporter line after treatment with either DMSO, 1 μM TG, or 10 μM OSMI-1 for 6 hr (source data for Figure 1c). Figure 1—source data 3.Methylene blue stained loading control for northern blot of RNA isolated from the reporter line under different treatment conditions (source data for Figure 1c). Figure 1—source data 4.Validation of GFP reporter protein levels by western blot analysis after treatment of the reporter line with various modulators of cellular O-GlcNAc levels (source data for Figure 1e). Figure 1—source data 5.Western blot for O-GlcNAc levels (RL2 antibody) after treatment of the reporter line with various modulators of cellular O-GlcNAc levels (source data for Figure 1e). Figure 1—source data 6.Northern blot analysis of RNA isolated from either 30 nM non-target (siNT) or OGT-specific (siOGT) siRNA-treated reporter line (source data for Figure 1f). Figure 1—source data 7.Methylene blue stained loading control for northern blot (source data for Figure 1f).

We integrated this reporter into the AAVS1 safe harbor locus of HCT116 cells by TALEN-mediated recombination and isolated clonal cell lines harboring the reporter (Sanjana et al., 2012). Treatment of cells with the OGA inhibitor TG induces high O-GlcNAc levels. This should promote detention of OGT intron 4, nuclear retention of the transcript, and reduced expression of the GFP reporter. On the other hand, treatment with OGT inhibitor OSMI-1 induces a low O-GlcNAc condition, which should promote intron 4 splicing, cytoplasmic export of the mRNA, and increased GFP expression (Figure 1a, right). RT-PCR analysis of reporter RNA from clonal cell lines yielded a predominant single band corresponding to the mature reporter mRNA indicating the absence of unexpected splicing events (Figure 1b). Moreover, this band increased and decreased upon OSMI-1 and TG treatment, as expected. Further screening of reporter lines by northern blot analysis also confirmed that the GFP reporter is responsive to cellular O-GlcNAc levels. Treatment of the reporter line with 1 μM TG for 6 hr led to reduced levels of the spliced product, while treatment with 10 μM OSMI-1 for the same time led to enhanced splicing increased levels of the reporter mRNA (Figure 1c). FACS analysis of the reporter lines treated with the inhibitors verified GFP protein expression, with lower and higher GFP fluorescence after TG and OSMI-1 treatment, respectively (Figure 1d). To further characterize reporter activity at various O-GlcNAc levels, we treated reporter clones with conditions known to perturb cellular O-GlcNAc levels. Treatment of the reporter cells with glucosamine or the OGA inhibitor PUGNAc (O-(2-Acetamido-2-deoxy-D-glucopyranosylidene)amino *N*-phenyl carbamate) resulted in reduced GFP protein levels similar to TG, while treatment with the GFAT inhibitor DON (6-diazo-5-oxo-L-norleucine) or glucose deprivation led to increased GFP levels (Figure 1e). Finally, we validated the reporter line by knockdown of OGT itself, which will reduce cellular O-GlcNAc levels. As expected, we observed increased levels of reporter mRNA upon OGT knockdown (Figure 1f), and this effect masked the effect of subsequent inhibitor treatments. Together, these results demonstrate that our GFP reporter construct reflects the response of endogenous OGT to intracellular O-GlcNAc levels.

### SFSWAP is a negative regulator of OGT intron 4 splicing

To screen for trans-acting factors that regulate OGT IR, we performed whole genome CRISPR knockout screens using the Brunello knockout library (Doench et al., 2016) under three treatment conditions – TG, OSMI-1, or untreated. Treatment of reporter lines with TG brings the cells to a ‘low GFP’ state under which knockout of negative splicing regulatory factors (i.e., those promoting IR) are expected to result in a ‘high GFP’ state. Treatment with OSMI-1 results in cells that are ‘high GFP’ and knockout of factors that promote splicing of the retained intron will result in a ‘low GFP’ state. Finally, untreated cells can be selected for either ‘low GFP’ or ‘high GFP’ events. We performed pilot screens at 100× library coverage with a 10-day knockout time period and 24-hr treatment with inhibitors just before selection for either ‘high’ or ‘low GFP’ cells by FACS sorting. Subsequent sequencing of the guide RNA locus from the sorted cells and statistical analysis using MAGeCK (Li et al., 2014) identified candidates to regulate OGT IR. While we did not obtain any hits with the OSMI-1 and untreated ‘low GFP’ screens, we successfully obtained hits with both the TG (Supplementary file 1) and untreated ‘high GFP’ screens (Supplementary file 2). Since the list of putative targets from both screens were comparable (Figure 2—figure supplements 1 and 2), we performed two additional replicates of the screen at 300× coverage under TG treatment conditions only and obtained similar results.

As expected, the top hit from the screens was OGT itself (Figure 2a). In addition, we obtained many hits corresponding to genes involved in glucose metabolism including GFAT (Figure 1e) and SLC2A1 (a glucose transporter), further boosting our confidence that the genes identified in the screen are relevant to O-GlcNAc homeostasis. We also obtained a few hits corresponding to RNA-binding proteins (e.g., HNRNPU, HuR) and proteins involved in m6A modification (ZC3H13, KIAA1429). Interestingly, the large majority of the hits were splicing associated factors and/or components of the spliceosome. The latter was surprising because loss of core spliceosome factors would be expected to result in reduced splicing of the reporter (and thus low GFP levels), but we selected for ‘high GFP’ cells. Nevertheless, these results indicated that the hits from the screen may be associated with a specific spliceosome-mediated mechanism.

**Figure 2.**
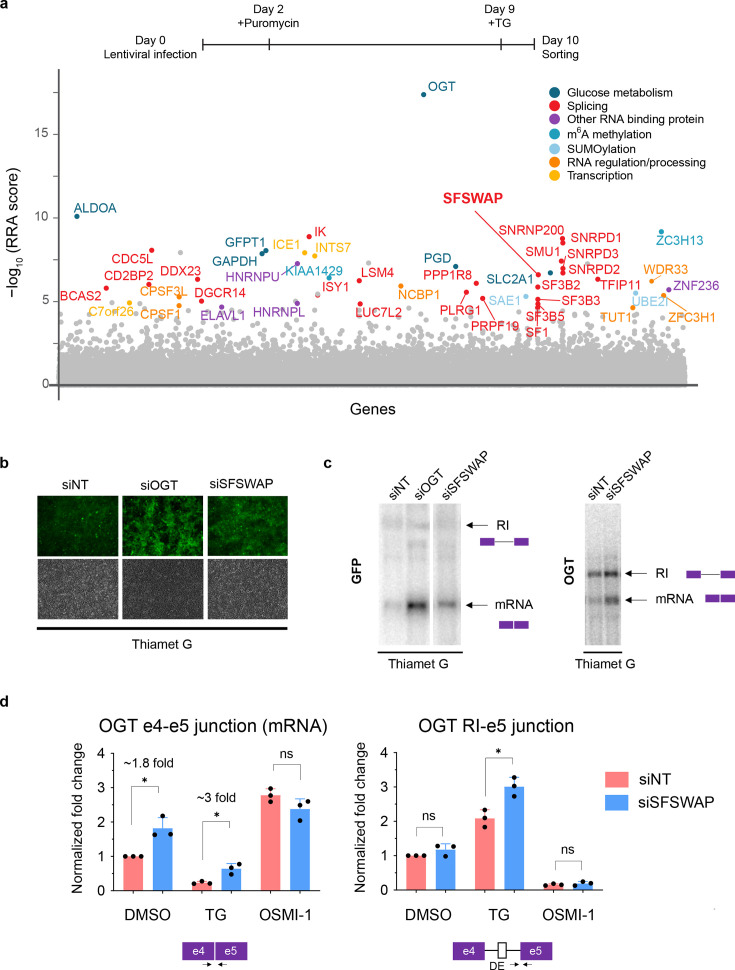
SFSWAP is a negative regulator of OGT intron 4 splicing. (**a**) Top, timeline of CRISPR screen. Bottom, MAGeCK analysis of CRISPR screen results from TG-treated gain of GFP screen in three biological replicates. Top hits are color coded based on predicted function of the protein. Target genes are arranged alphabetically on the *x*-axis. (**b**) GFP fluorescence of TG-treated reporter cells 4 days post-treatment with siRNA corresponding to non-target (siNT), OGT (siOGT), or SFSWAP (siSFSWAP). Bottom panels show corresponding brightfield images. (**c**) Northern blot analysis of RNA isolated from either the TG-treated reporter line (left, probed for GFP) or TG-treated 293A-TOA cells (right, probed for OGT) 4 days after treatment with siRNA corresponding to either non-target (siNT) or SFSWAP (siSFSWAP). Cells were treated with TG for 6 hr just before RNA isolation. (**d**) RT-qPCR analysis of the splice junctions of interest after treatment of cells with either DMSO, TG, or OSMI-1 in the presence or absence of SFSWAP knockdown (*n* = 3). Primers used correspond to either the OGT intron 4 spliced junction (e4–e5) or retained intron junction (RI–e5). p-values are derived from unpaired *t*-tests against the corresponding non-target control. Single asterisk (*) denotes p-value <= 0.05. Figure 2—source data 1.Northern blot analysis of RNA isolated from TG-treated reporter line and probed for GFP (source data for Figure 2c). Figure 2—source data 2.Northern blot analysis of RNA isolated from 293A-TOA cells and probed for OGT (source data for Figure 2c).

**Figure 2—figure supplement 1.**
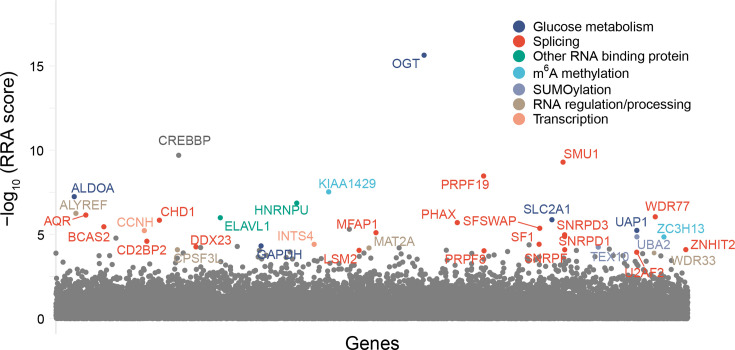
CRISPR screen for the identification of factors regulating OGT intron detention in the absence of TG treatment (*n* = 1). Results of MAGeCK analysis are plotted with target genes arranged alphabetically on the *x*-axis.

**Figure 2—figure supplement 2.**
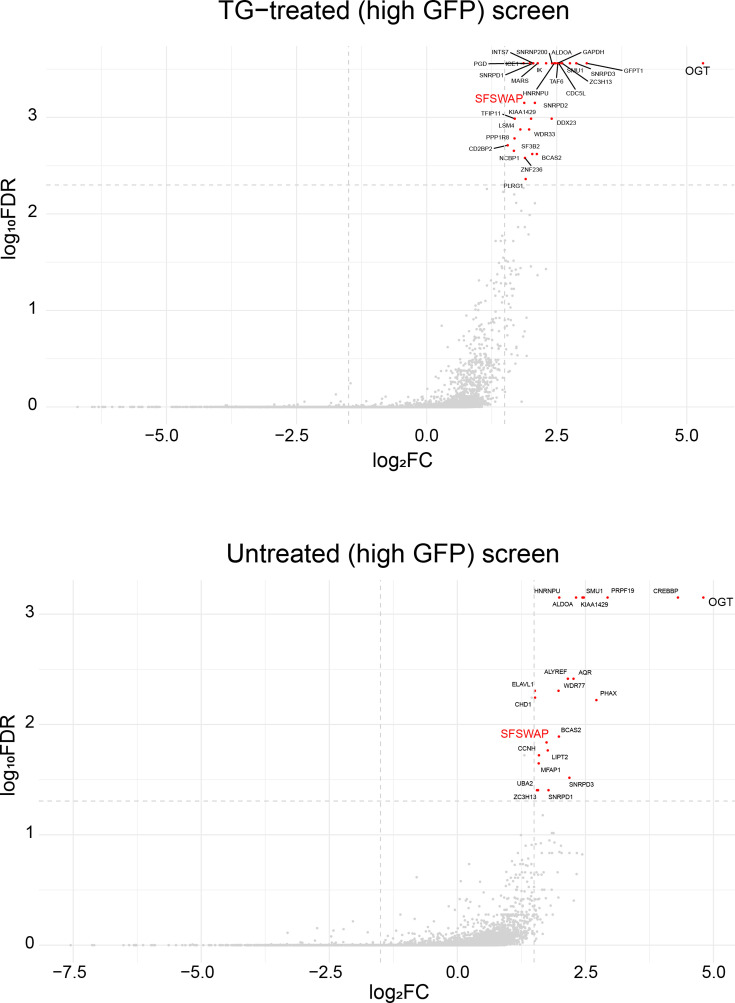
MAGeCK analysis of TG-treated (top) and untreated (high GFP, bottom) CRISPR screens plotted as a volcano plot.

**Figure 2—figure supplement 3.**
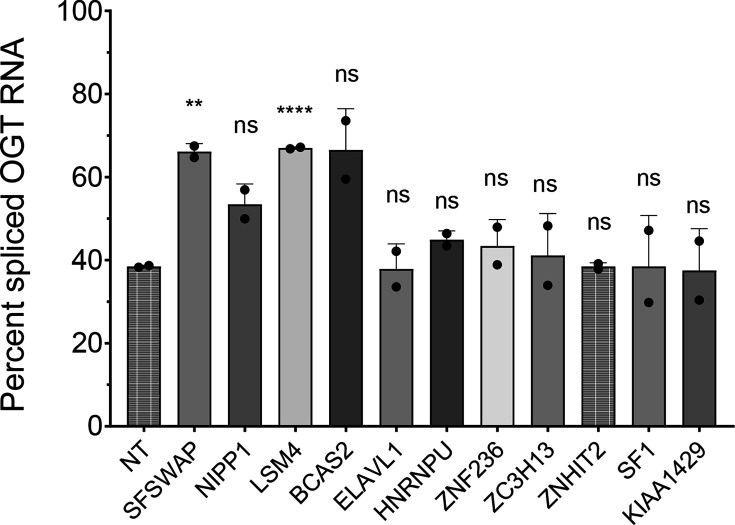
Validation of targets identified in the TG-treated CRISPR screen by RT-qPCR analysis of endogenous OGT intron 4 splicing after knockdown of the target of interest (*n* = 2). Percent spliced OGT RNA was calculated as the ratio of spliced OGT mRNA (exon 4–5 junction) to the sum of spliced and retained (RI–exon 5 junction) forms of the transcript. RNA knockdowns were not verified by western blot or RT-qPCR, so negative results are interpreted to be inconclusive. Significance values derived from an unpaired *t*-test are shown with respect to non-target (NT) control. Significant p-values are represented as ** (p<0.01) or **** (p<0.0001).

**Figure 2—figure supplement 4.**
Time course RT-qPCR analysis of OGT e4–e5 junction splicing (left) upon SFSWAP knockdown. SFSWAP transcript levels measured using e1–e2 junction primers (right) are shown for comparison.

We next validated some of the top hits by siRNA mediated knockdown and northern blot analysis or RT-qPCR for the spliced and retained intron junctions of the endogenous OGT transcript (Figure 2—figure supplement 3). Consistently, knockdown of SFSWAP increased GFP expression (Figure 2b) and enhanced splicing of the reporter RNA (Figure 2c, left). To check whether SFSWAP knockdown also results in splicing changes in endogenous OGT, we performed northern blot analysis with a probe corresponding to the 3′ UTR of OGT mRNA. Knockdown of SFSWAP in these cells under TG treatment conditions resulted in enhanced splicing of the retained intron compared to the non-target control (Figure 2c, right) indicating that the action of SFSWAP was not limited to the reporter. To accurately quantify the changes in splicing in OGT upon SFSWAP knockdown, we performed RT-qPCR on OGT RNA isolated from either non-target or SFSWAP knockdown cells under various conditions (Figure 2d). Knockdown of SFSWAP resulted in a significant increase in the spliced form of OGT RNA compared to non-target both under DMSO (~1.8-fold) and TG-treated conditions (~3-fold). In addition, the timing of enhanced intron 4 removal coincided with the timing of decrease in SFSWAP mRNA levels upon knockdown, indicating a direct effect of SFSWAP knockdown on OGT intron 4 splicing (Figure 2—figure supplement 4). Knockdown in OSMI-1 treatment conditions did not result in a further increase in spliced RNA levels. Together, these data suggest that SFSWAP is a negative regulator of OGT intron 4 splicing.

### SFSWAP is a global regulator of detained intron and skipped exon splicing

Despite its similarity to splicing factors, the importance of SFSWAP in human gene expression and splicing remains unclear. To characterize the functional role of SFSWAP, we performed RNA-seq in either non-target (siNT) or SFSWAP knockdown (siSFSWAP) cells in the absence of TG or OSMI-1 (Figure 3—figure supplements 1 and 2). Differential expression analysis using edgeR (Supplementary file 3) revealed 252 downregulated and 633 upregulated genes on SFSWAP knockdown, but did not reveal any functional class of RNAs that was regulated by SFSWAP. Since SFSWAP is a predicted splicing factor, we performed alternate splicing analysis using the rMATS package (Shen et al., 2014). We analyzed five alternate splicing event types – retained introns (RI), skipped exons (SE), alternate 5′ splice sites (A5SS), alternate 3′ splice sites (A3SS), and mutually exclusive exons (MXE). Interestingly, we found global changes in splicing patterns between siNT and siSFSWAP, with the majority of changes occurring across two of the five event types analyzed – retained introns and skipped exons (Figure 3a, Supplementary file 4). To visualize this more clearly, we plotted the inclusion level differences between the two conditions (IncLevelDifference, calculated as IncLevel_siNT_ − IncLevel_siSFSWAP_) against FDR values obtained from rMATS. A positive value for IncLevelDifference indicates more removal of retained introns in SFSWAP knockdown compared to siNT, while a negative value indicates more retention. Knockdown of SFSWAP resulted in increased excision of retained introns globally, indicated by more events with a positive value for IncLevelDiffference (Figure 3b) and as exemplified by genome browser shots of IFRD2 and GFUS/TSTA3 (Figure 3c). This is consistent with the original screen phenotype, where SFSWAP was isolated as negative regulator of OGT retained intron splicing (Figure 2). Previous observations that SFSWAP autoregulates its own expression by control of splicing of its first two retained introns is also consistent with this observation (Zachar et al., 1987; Zachar et al., 1994). Taken together, these data support the conclusion that SFSWAP promotes IR of a wide variety of transcripts.

**Figure 3.**
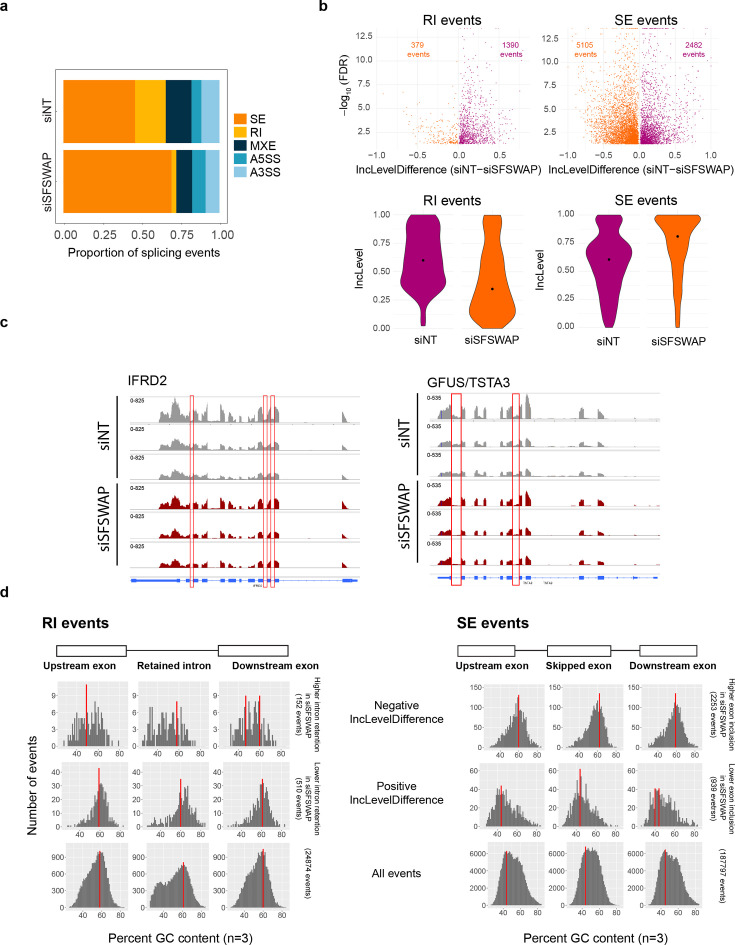
SFSWAP is a global regulator of retained intron splicing and exon skipping. (**a**) Alternate splicing analysis in untreated SFSWAP knockdown (siSFSWAP) cells compared to non-target (siNT)-treated cells using rMATS (*n* = 3). The number of events of each type are plotted as proportion of total events detected. A3SS – alternate 3′ splice site; A5SS – alternate 5′ splice site; MXE – mutually exclusive exon; RI – retained intron; SE – skipped exon. Assignment of sample labels for events was done based on the value of IncLevelDifference (events with positive IncLevelDifference were designated as siNT and negative IncLevelDifference were designated as siSFSWAP). (**b**) Scatter plots of retained intron (RI) and skipped exon (SE) events plotted using the JC model of rMATS (top). The difference in inclusion values between siNT and siSFSWAP-treated cells is plotted on the *x*-axis. Only statistically significant events (FDR ≤0.05) are shown. Violin plots of inclusion levels corresponding to the individual samples are shown below. Median inclusion value for the sample is indicated by the black dot. Only significant events with 20% or greater change in inclusion levels are plotted for the violin plots. (**c**) IGV screenshot of read coverages of a few significant retained intron events. Three biological replicates are shown and the intron of interest is marked by the red rectangle. (**d**) GC content of relevant regions of significant RI and SE events (FDR ≤0.05, ≥10% change in inclusion levels). Red bars indicate the mode of GC content in each region.

**Figure 3—figure supplement 1.**
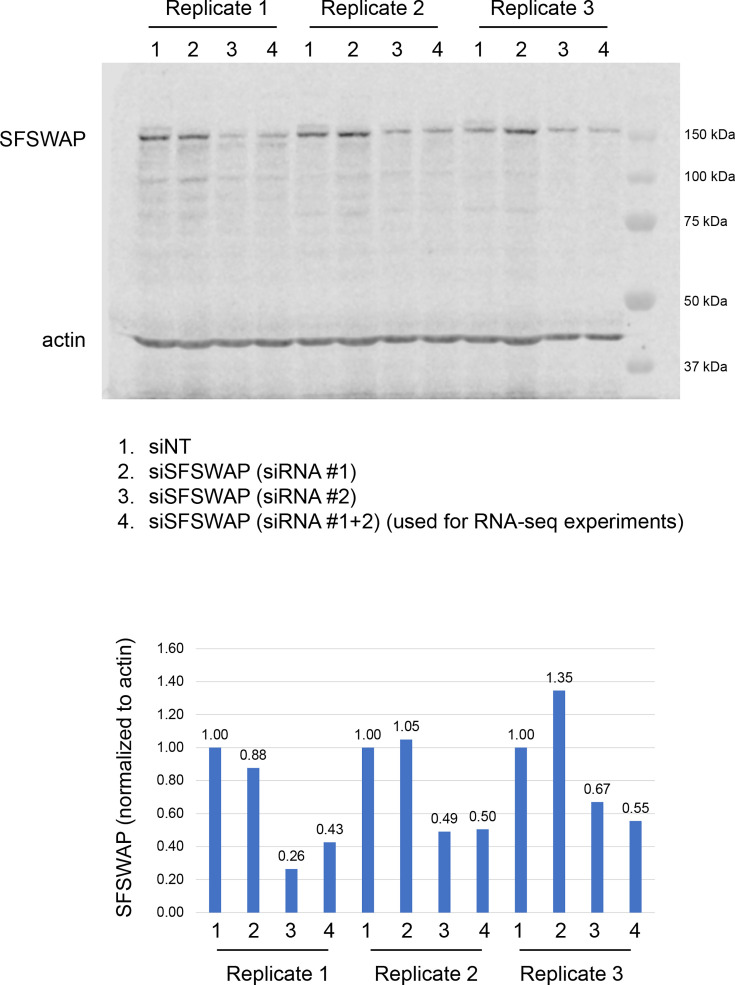
Validation of SFSWAP knockdown for untreated RNA-seq samples (data shown in Figure 3) by western blot analysis (top) and corresponding quantification (normalized to actin, bottom). siRNA #1 is not an effective siRNA. Figure 3—figure supplement 1—source data 1.Western blot for validation of SFSWAP knockdown in untreated RNA-seq samples.

**Figure 3—figure supplement 2.**
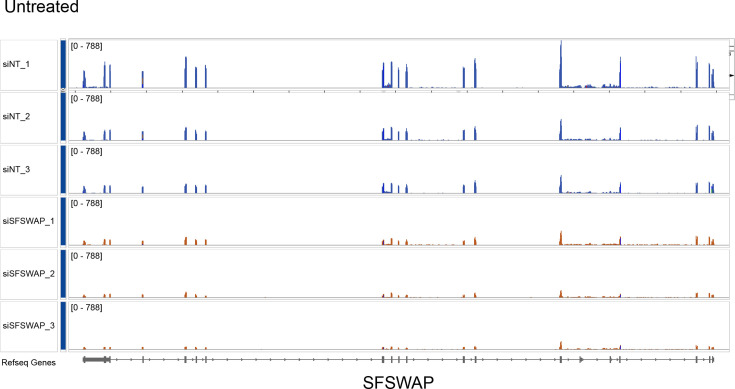
IGV screenshot showing knockdown of SFSWAP in the untreated RNA-seq samples (data shown in Figure 3).

**Figure 3—figure supplement 3.**
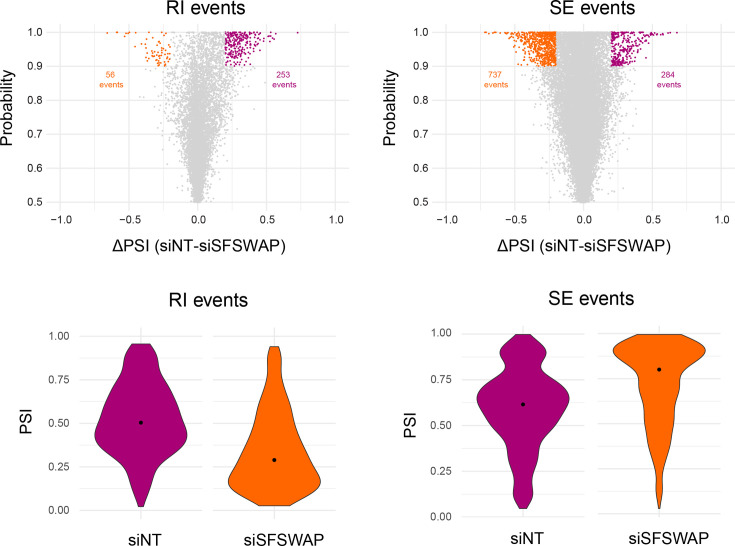
Alternate splicing analysis in SFSWAP knockdown background using Whippet (*n* = 3). Scatter plots of RI and SE events are shown with significant events colored (probability ≥0.9 and greater than or equal to 20% change in ΔPSI). Violin plots of PSI distribution of significant events from individual samples is shown below. The black dot corresponds to the median PSI value of each sample.

**Figure 3—figure supplement 4.**
Alternate splicing analysis in SFSWAP knockdown background using MAJIQ (*n* = 3). Scatter plots of RI and SE events are shown with significant events colored (probability ≥0.9 and greater than or equal to 10% change in ΔPSI). Violin plots of PSI distribution of significant events from individual samples is shown below. The black dot corresponds to the median PSI value of each sample.

**Figure 3—figure supplement 5.**
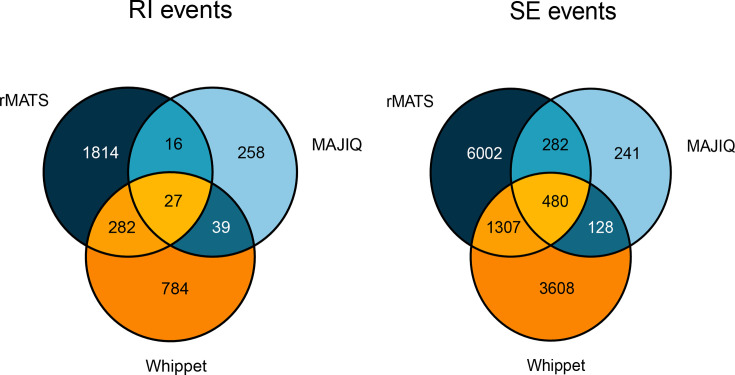
Degree of overlap in detected alternately spliced events by rMATS, MAJIQ, and Whippet for retained intron events (left) and skipped exon events (right).

**Figure 3—figure supplement 6.**
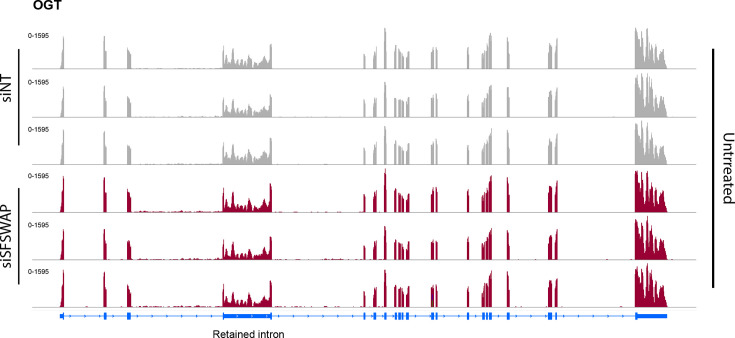
IGV screenshot of read coverage of the OGT transcript from RNA-seq analysis in the presence or absence of SFSWAP knockdown (*n* = 3) without any inhibitor treatment.

**Figure 3—figure supplement 7.**
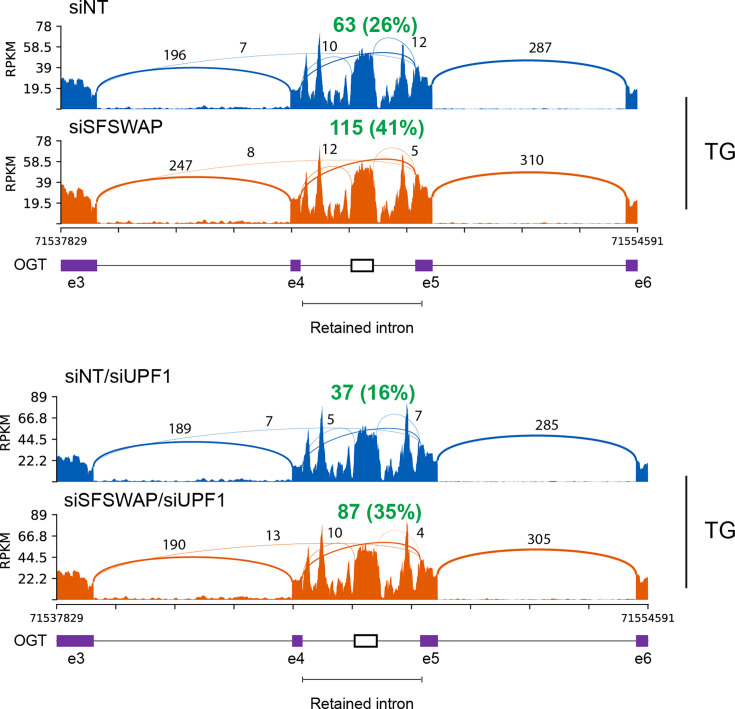
Sashimi plot of splice events around the OGT retained intron showing enhanced removal of the retained intron upon SFSWAP knockdown. Splicing to generate the mature mRNA (e4–e5) is shown in green. Approximate PSI is shown in parentheses. This was calculated as the number of reads supporting removal of the decoy intron over the mean of reads from adjacent exon-exon junctions is shown in bold green.

**Figure 3—figure supplement 8.**
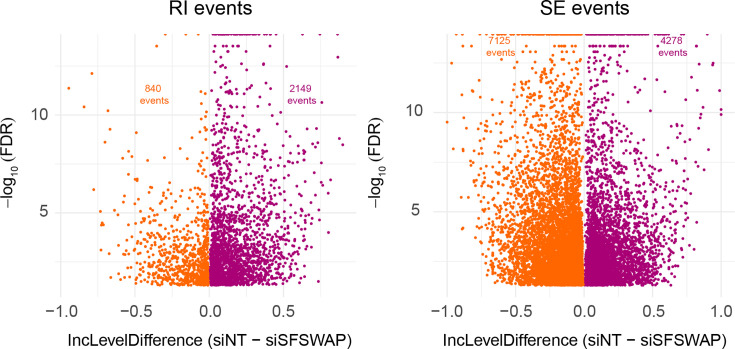
Scatter plot of significant RI and SE events from rMATS analysis of RNA-seq data from TG-treated cells in the presence or absence of SFSWAP knockdown.

In the case of skipped exon events, a positive value for IncLevelDifference indicates increased skipping (reduced inclusion) of the exon upon SFSWAP knockdown, while a negative value indicates increased inclusion. We observed a general enhancement of skipped exon inclusion upon SFSWAP knockdown (Figure 3b). This is in agreement with previous studies where SFSWAP was shown to promote exclusion of CD45 exon 4 and the IICS region of fibronectin (Sarkissian et al., 1996). Our results are also consistent with the observation that SFSWAP inhibits inclusion of Tau exon 10 (Wang et al., 2004). For increased rigor, we also performed alternate splicing analysis using two other pipelines, MAJIQ (Vaquero-Garcia et al., 2023) and Whippet (Sterne-Weiler et al., 2018; Figure 3—figure supplements 3 and 4, Supplementary file 5, Supplementary file 6). Although the number of differential splicing events identified by these pipelines were lower than with rMATS and largely non-overlapping (Figure 3—figure supplement 5), the trends remained similar. These results are consistent with a role for SFSWAP in splicing regulation and further suggest a more prominent role as a negative regulator of splicing.

To obtain further insights into the targets of SFSWAP, we looked at the sequence features of these SFSWAP-dependent differentially regulated splice events including length, GC content, and splice site strength. While we did not find any significant differences among the events with respect to length or splice site strength, we observed some interesting trends with respect to GC content. In RIs that are more efficiently spliced upon SFSWAP knockdown (positive IncLevelDifference), we found that the average GC content in the RI and flanking exons was higher compared to those that less efficiently spliced (Figure 3d). We observed similar trends toward higher GC content when we examined skipped exon events that result in enhanced inclusion upon SFSWAP knockdown (negative IncLevelDifference). In this case, the skipped exon, upstream and downstream exons all had higher GC content. Together these results suggest that SFSWAP is a global regulator of pre-mRNA splicing that primarily regulates IR and exon skipping events.

### SFSWAP regulates OGT decoy exon inclusion

To delineate the mechanism of SFSWAP regulation of OGT IR, we further looked into our RNA-seq dataset. Interestingly, genome browser visualization revealed no obvious changes in sequence coverage at the OGT retained intron locus after SFSWAP knockdown (Figure 3—figure supplement 6). Although surprising, this agrees with the RT-qPCR results on the retained intron junction upon SFSWAP knockdown (Figure 2d), where we saw no statistically significant changes in RI junction usage. We reasoned that the lack of junction usage changes could be because the RNA-seq was performed under untreated conditions, while both the CRISPR screen and confirmatory RT-qPCRs were performed under TG-treated conditions (Figure 2, Figure 2—figure supplement 3). To test whether the effect of SFSWAP knockdown on the OGT retained intron is more appreciable under TG-treated conditions, we repeated the RNA-seq analysis after 6 hr of TG treatment. 

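For this experiment, polyA RNA was sequenced from 293A-TOA cells that had received non-target siRNA (siNT) or siRNA against SFSWAP (siSFSWAP), 3 biological replicates each, with the O-GlcNAcase inhibitor TG present for the last 6 hr. The authors trimmed the reads with cutadapt 1.9.1, aligned them to GRCh38.p8 with STAR 2.7 and counted splicing events with rMATS 4.3.0 in its JCEC mode, which adds reads on the alternative exon or intron to the reads on its junctions. For each event and library the tables give the reads of the inclusion form, the reads of the skipping form and the inclusion level, which is the share of the inclusion form after division by its effective length and runs from 0 to 1. The tables used here were made with a RefSeq annotation to which predicted decoy exons had been added, and list 10576 retained intron events and 115209 skipped exon events. The reads at skipped exon events, where 1 read can count at several events, ranged from 33165135 to 40637076 per siNT library (median 38804227) and from 36947801 to 38860730 per siSFSWAP library (median 38553201). At retained intron events the ranges were 2546916 to 2900632 (median 2896906) and 2842830 to 3030493 (median 2884262). Each event with a mean of at least 10 reads per library, at least 10 inclusion reads and at least 10 skipping reads over the 6 libraries was tested, which kept 5845 retained introns and 33839 skipped exons. The inclusion and skipping reads of the groups were compared with a two-sided quasi-binomial logistic regression whose dispersion was moderated across events with limma, and an event counted as changed at a Benjamini-Hochberg adjusted p of at most 0.05. At skipped exons this moderation gave all exons 1 common dispersion of 2.64, so that the p of an exon does not depend on its own spread between replicates. Log2 odds ratios compare siNT with siSFSWAP, so that a positive value stands for lower inclusion after SFSWAP knockdown. The 3 values of a group carry no replicate number in the tables and are named by their place in the list, and no batch is labelled. Counts simulated with log2 odds changes of 2 were recovered at 56 of 100 retained introns and 17 of 100 skipped exons. Of the events called in that simulation, 11 of 88 retained introns and 2 of 24 skipped exons had not been changed. The skipped exons were simulated with their common dispersion, so false calls from exons with a wider spread are not covered.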

Visualization of OGT detained intron splicing under these conditions using a sashimi plot provided support for enhanced removal of the detained intron upon SFSWAP knockdown (Figure 3—figure supplement 7). 

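More reads joined OGT exon 4 directly to exon 5 after SFSWAP knockdown. OGT encodes O-GlcNAc transferase, and its intron 4 spans 3271 bp of the X chromosome (71544636 to 71547906, GRCh38). The number of reads that crossed from exon 4 to exon 5 was 25 to 34 in the siNT libraries and 41 to 81 in the siSFSWAP libraries. Per 1000000 skipping reads at all skipped exon events this is 5.73 ± 1.56 (SD, n = 3) in siNT and 11.5 ± 3.68 (SD, n = 3) in siSFSWAP, a ratio of 2.01. All siSFSWAP libraries lay above all siNT libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Reads on the decoy exon and its junctions were 5.04 ± 1.62 (SD, n = 3) per 1000000 inclusion reads in siNT and 5.64 ± 0.867 (SD, n = 3) in siSFSWAP (exact permutation test, p = 0.7). Of the OGT retained intron events listed, 5 under TG and 1 with siUPF1, 0 are at intron 4. Retention of intron 4 could therefore not be measured here as a retained intron event.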

Alternate splicing analysis using this dataset reproduced previous results that SFSWAP is a global regulator of pre-mRNA splicing. 

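Skipped exons changed in both directions in SFSWAP knockdown cells treated with TG, and more of them toward inclusion. Of 33839 exons tested, inclusion was higher after knockdown at 2439 (65.25% of those that changed) and lower at 1299 (34.75%). A difference in inclusion level of at least 0.2 was reached as well at 931 of the former and 327 of the latter. The changed exons lie in 1004 genes with higher and 624 genes with lower inclusion, 92 of them in both sets. Exon 5 of BECN1, an autophagy factor, lies in the coding region (chromosome 17, 42818787 to 42818877, GRCh38), and its inclusion level was 0.226 ± 0.126 (SD, n = 3) in siNT and 0.891 ± 0.050 (SD, n = 3) in siSFSWAP, a log2 odds ratio of -4.73 (standard error 0.51, adjusted p = 5.35e-32 from the moderated quasi-binomial test). Among called exons with a mean of at least 50 reads and groups that do not overlap, other large increases were in STUB1, which encodes a ubiquitin ligase, in NDUFV1 of mitochondrial complex I, in DPF1, in PYCR1 of proline synthesis and in REEP4. Under the same limits inclusion fell most at exons of PHB2, SMC2, STX18, DZIP3, MON2 and RPL17C18orf32. In SMC2, a condensin subunit, the exon at chromosome 9, 104100389 to 104100659, had an inclusion level of 0.995 ± 0.00874 (SD, n = 3) in siNT and 0.422 ± 0.143 (SD, n = 3) in siSFSWAP (adjusted p = 5.71e-23).

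**Figure D1:**
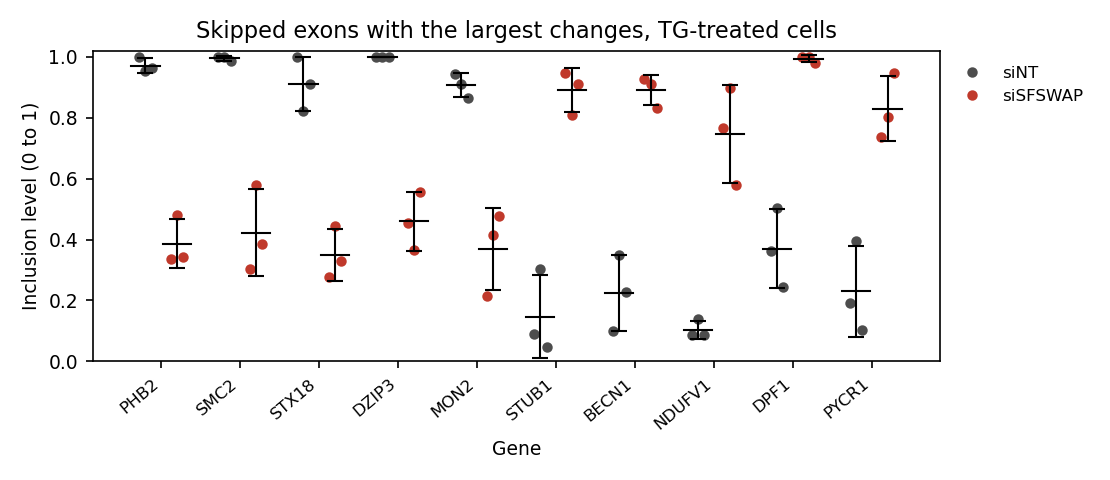
Inclusion level (0 to 1) of 10 skipped exons in TG-treated cells, the 5 with the largest change in each direction among called exons with a mean of at least 50 reads and groups that do not overlap, with 1 point per library and bars for the mean and SD of the 3 siNT and 3 siSFSWAP libraries. In BECN1 the means are 0.226 and 0.891.

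Exons of genes for splicing factors, grouped in lists fixed before the files were opened, changed as follows. In genes of SR proteins 19 events were lower and 3 higher (29 changed when adjusted over the list alone), in SRSF2, SRSF4, SRSF7, SRSF10 and TRA2A. In hnRNP genes 27 events were lower and 28 higher (67 adjusted over the list alone), and in branchpoint and U2 factor genes 5 were lower and 9 higher (17 adjusted over the list alone). SF1, the branchpoint binding protein, had 3 lower and 4 higher events. Other splicing regulator genes had 28 lower and 21 higher events (56 adjusted over the list alone). Among the splicing kinases, CLK1 had 4 lower events and none higher (6 adjusted over the list alone). DNA repair genes had 13 higher and 3 lower events (13 adjusted over the list alone). AMDHD2 and GPI, of the O-GlcNAc and hexosamine pathway, had 8 events, all higher (8 adjusted over the list alone). Nonsense-mediated decay genes had 4 lower and 9 higher events (14 adjusted over the list alone), m6A methylation genes 1 lower and 6 higher (7 adjusted over the list alone), and cytosolic ribosomal protein genes 49 lower and 69 higher (150 adjusted over the list alone). By limma on the log2 odds 1239 exons changed (523 lower, 716 higher), by rMATS p-values 10031, and by a test with each event's own dispersion, chosen after seeing the data, 0 (4738 at an unadjusted p under 0.05). The count was 2258 without the siSFSWAP library listed 1st and 2392 without the one listed 3rd. From the alternate splicing analysis of this dataset the paper states again that SFSWAP is a global regulator of pre-mRNA splicing.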

The effect of SFSWAP on global IR was, if anything, stronger under TG treatment conditions (Figure 3—figure supplement 8).

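Retention fell at most of the introns that changed with SFSWAP knockdown under TG. Of 5845 introns tested, 580 changed, with lower retention at 513 (88.45%) and higher retention at 67 (11.55%). The introns with lower retention lie in 356 genes and those with higher retention in 59, with 9 genes in both sets. The median difference in inclusion level was 0.133 where retention was lower and 0.0686 where it was higher, and a difference of at least 0.2 was reached at 161 and 16 introns. Intron 7 of TUBG2, a gamma-tubulin gene (chromosome 17, 42665563 to 42665677, GRCh38, coding region), fell from 0.849 ± 0.0384 (SD, n = 3) in siNT to 0.220 ± 0.0921 (SD, n = 3) in siSFSWAP (log2 odds ratio 4.35, standard error 0.73, adjusted p = 2.12e-05 from the moderated quasi-binomial test). Among called introns with a mean of at least 50 reads and groups that do not overlap, the next largest falls were in intron 14 of GBA2, intron 18 of ACADVL, intron 7 of NDOR1 and intron 9 of WDR45. Under the same limits retention rose most in NSMF, VAMP1, HNRNPA1, HMGN3, MITD1 and RTFDC1. IFRD2, which the paper shows in a genome browser view of untreated cells, lost retention at 3 introns. Its intron 2 fell from 0.468 ± 0.139 to 0.103 ± 0.0487 (SD, n = 3 each, adjusted p = 1.11e-05), its intron 3 from 0.550 ± 0.166 to 0.163 ± 0.0585 (SD, n = 3 each, adjusted p = 3.07e-05) and its intron 4 from 0.384 ± 0.140 to 0.133 ± 0.00658 (SD, n = 3 each, adjusted p = 0.00534).

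**Figure D2:**
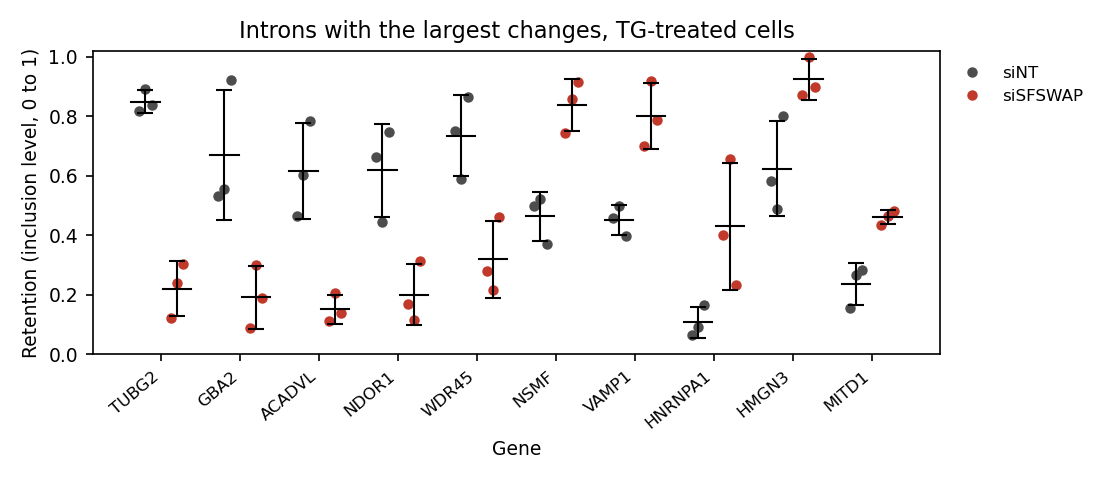
Inclusion level (0 to 1) of 10 retained introns in TG-treated cells, the 5 with the largest change in each direction among called introns with a mean of at least 50 reads and groups that do not overlap, with 1 point per library and bars for the mean and SD of the 3 siNT and 3 siSFSWAP libraries. In TUBG2 the means are 0.849 and 0.220.

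Among genes of the lists fixed beforehand, most introns that changed lost retention as well. Among branchpoint and U2 factors CHERP, SF1, U2AF1L4 and U2AF2 each had 1 intron with lower retention, 4 in all with 0 higher (4 adjusted over the list alone). DNA repair genes had 6 lower and 0 higher, in EME1, FANCG, LIG1, NTHL1 and POLD1 (6 adjusted over the list alone), and chromatin modifiers 7 lower and 0 higher, in CHD4, DNMT1, HDAC3, HDAC10 and KMT2D (7 adjusted over the list alone). METTL3 and WTAP of the m6A methyltransferase had 3 lower (3 adjusted over the list alone), and other splicing regulators had 8 lower and 1 higher (10 adjusted over the list alone). SRSF2, AMDHD2 and SMG1 were the genes with a change among SR proteins, the O-GlcNAc and hexosamine pathway and nonsense-mediated decay, with 1 lower event each (2 adjusted over each list alone). In hnRNP genes 6 were lower and 3 higher (11 adjusted over the list alone) and in cytosolic ribosomal protein genes 18 were lower and 10 higher (34 adjusted over the list alone). None of the 3 introns tested in splicing kinase genes changed. The inclusion levels of the 3 siNT and 3 siSFSWAP libraries did not overlap at 24.57% of the introns tested, where 10% is the share by chance. Adjusted limma tests on the log2 odds called 0 introns, with 1119 at an unadjusted p under 0.05 (939 lower, 180 higher), while rMATS p-values called 1533 (1247 lower, 286 higher). Leaving out the siNT library listed 1st gave 368 changed introns, the one listed 3rd 363, the siSFSWAP library listed 1st 384 and the one listed 2nd 383. The untreated cells were not analysed here.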

Recognition of the decoy exon within the OGT retained intron plays an important part in regulation of IR in OGT (Park et al., 2017; Parra et al., 2018). Since one of the phenotypes of SFSWAP knockdown is a change in skipped exon splicing, and the decoy mimics a skipped exon internal to the RI, we wanted to test if decoy exon inclusion levels were altered upon SFSWAP knockdown. To do this, we performed RT-qPCR analysis under UPF1 knockdown conditions in the presence of TG (Figure 4—figure supplements 1 and 2) to stabilize the decoy exon form, which otherwise would be subject to nonsense-mediated decay (NMD). Under these conditions, we saw reduced inclusion of the decoy exon upon SFSWAP knockdown (Figure 4a). We also performed semi-quantitative RT-PCR followed by nanopore sequencing of the region between exons 3 and 8 of OGT mRNA to obtain a comprehensive picture of splicing in the region. Consistent with the RT-qPCR analysis, there was a ~5-fold reduction in sequencing reads containing the decoy exon upon SFSWAP knockdown (Figure 4b).

**Figure 4.**
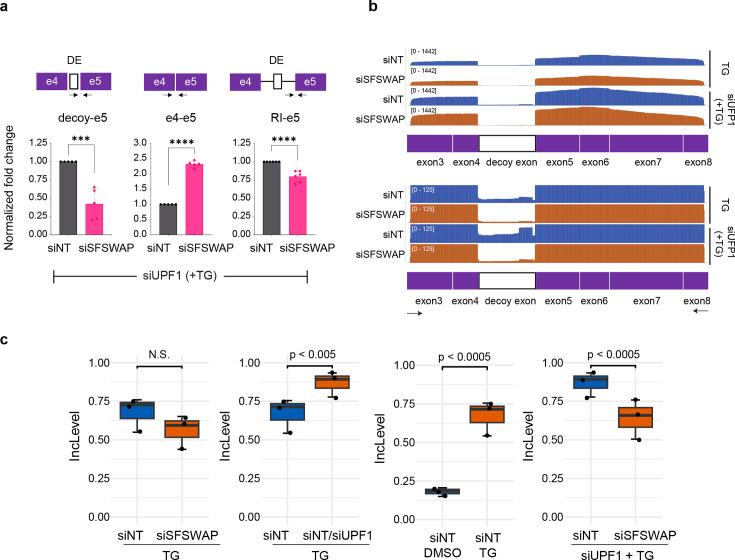
SFSWAP regulates OGT decoy exon inclusion. (**a**) RT-qPCR analysis of OGT intron 4 splicing in UPF1 knockdown background. SFSWAP knockdown was performed for 5 days and cells were then treated with TG for 6 hr before RNA isolation and reverse transcription using a mixture of dT_20_ and a DNA oligomer complementary to exon 5 of OGT. qPCR was performed for either the spliced junction (e4–e5), retained intron junction (RI–e5), or decoy–e5 junction as shown. DE – decoy exon. p-values are derived from unpaired *t*-tests against the corresponding non-target controls and are represented as *** (p<0.001) or **** (p<0.0001). (**b**) IGV screenshot of aligned reads after nanopore sequencing of semi-quantitative RT-PCR amplicons generated from the above samples using DNA oligomers complementary to exons 3 and 8 of OGT. A zoomed version is shown below to better show changes in the decoy exon region. (**c**) Quantification of OGT decoy exon inclusion from RNA-seq data in the presence or absence of UPF1 knockdown and/or TG treatment. Inclusion levels and p-values are calculated from the JCEC model of rMATS performed after alignment against a custom reference annotation of the human genome containing decoy exon annotations.

**Figure 4—figure supplement 1.**
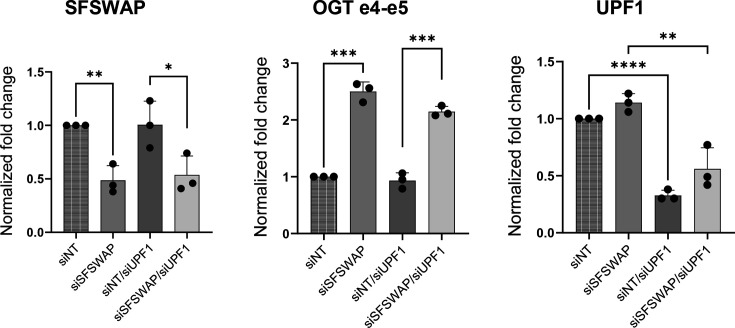
Validation of SFSWAP and UPF1 knockdown in TG-treated RNA-seq samples in the presence or absence of UPF1 knockdown (data shown in Figures 4 and 5) by RT-qPCR. Significance values shown are derived from unpaired *t*-tests with respect to the corresponding untreated samples. p-values are represented as * (p<=0.05), ** (p<=0.01), *** (p<0.001) or **** (p<0.0001).

**Figure 4—figure supplement 2.**
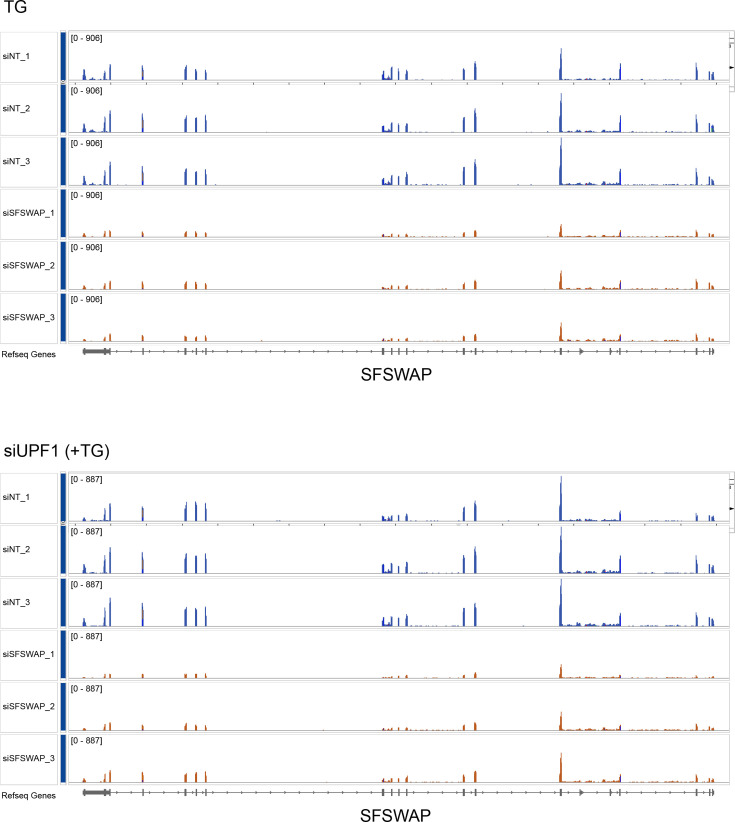
IGV screenshot showing knockdown of SFSWAP in the TG-treated RNA-seq samples in the presence (bottom) or absence (top) of UPF1 knockdown (data shown in Figures 4 and 5).

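Reads of SFSWAP fell in the siSFSWAP libraries and reads of UPF1 fell in the siUPF1 libraries, each by more than the spread between replicates. The reads at the 7 skipped exon events of SFSWAP were 54.3 ± 1.56 (SD, n = 3) per 1000000 reads at all skipped exon events in siNT and 21.9 ± 4.42 (SD, n = 3) in siSFSWAP, a decrease of 59.8%. With UPF1 knockdown they were 54.5 ± 7.84 (SD, n = 3) and 22.4 ± 7.99 (SD, n = 3), a decrease of 58.9%. UPF1, an RNA helicase required for nonsense-mediated decay, was read over 15 events. It had 295 ± 53.3 (SD, n = 3) reads per 1000000 in siNT and 87.5 ± 24.4 (SD, n = 3) in siNT/siUPF1, a decrease of 70.4%. In SFSWAP knockdown cells UPF1 reads were 348 ± 30.1 (SD, n = 3) without and 119 ± 34.3 (SD, n = 3) with siUPF1, a decrease of 65.7%. In each of these comparisons the groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p for 3 libraries against 3). UPF1 reads in the siNT/siUPF1 and siSFSWAP/siUPF1 cells did overlap (exact permutation test, p = 0.3).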

To further test the role SFSWAP on OGT decoy exon splicing, we analyzed changes in decoy exon inclusion in the TG-treated RNA-seq dataset. The decoy exon in OGT has two predicted 5′ splice sites and two predicted 3′ splice sites. To quantify changes in decoy exon inclusion, we mapped the RNA-seq reads to a version of the human genome where decoy exons resulting from all four possible combinations of splice sites were manually added to the reference annotation. 

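In TG-treated cells the OGT decoy exon had a lower mean inclusion level with siSFSWAP, by an amount similar to the spread between replicates. The decoy lies within intron 4 of OGT on the X chromosome, and among the listed combinations of its splice sites the 153 nt form (71546344 to 71546496, GRCh38) had the most reads, a mean of 221 per library. Its inclusion level was 0.671 ± 0.113 (SD, n = 3) in siNT and 0.559 ± 0.110 (SD, n = 3) in siSFSWAP, a log2 odds ratio of 0.82 (standard error 0.34, unadjusted p = 0.0128, adjusted p = 0.0883 from the moderated quasi-binomial test). The libraries of the groups overlapped (two-sided exact permutation test, p = 0.3). In list order the levels were 0.543, 0.755 and 0.715 in siNT and 0.437, 0.649 and 0.592 in siSFSWAP. At each place in the list the siSFSWAP level was lower. The places carry no replicate number, so a paired difference was not tested. The 146 nt form (71546344 to 71546489) had an adjusted p of 0.071. Its length is not a multiple of 3, and a TGA stop codon in the frame of exon 4 starts at its position 16 (71546359 to 71546361). The genome has the sequence ACCATTGATATTGTATTTAG before the decoy. Without the siNT library listed 1st the difference in inclusion level was 0.176 (adjusted p = 0.0307), and without the siSFSWAP library listed 2nd it was 0.157 (adjusted p = 0.0453). It was 0.0510 without the siSFSWAP library listed 1st (adjusted p = 0.584) and 0.0702 without the siNT library listed 2nd (adjusted p = 0.424). Over the alternatives that keep all libraries the adjusted p ran from 0.071 to 0.612. Of the 103 to 227 reads per library counted toward inclusion of the 146 nt form, at most 1.05% to 5.83% cross from exon 4 into the decoy, where 40.4% of the counted positions lie on that junction.

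**Figure D3:**
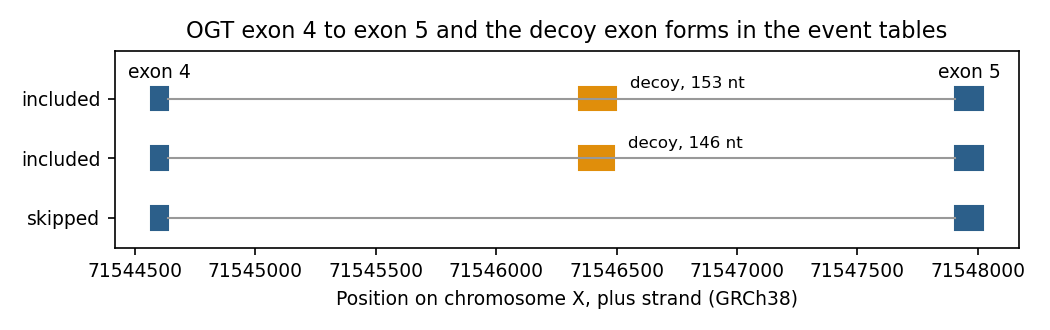
Map of OGT exon 4, intron 4 with the 146 nt and 153 nt forms of the decoy exon, and exon 5 along the X chromosome (GRCh38, position in bp). Intron 4 runs from 71544636 to 71547906.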

Differential splicing analysis using the JCEC model of rMATS indicated lower inclusion of the decoy exon upon SFSWAP knockdown, as expected, but the differences were not statistically significant (Figure 4c, left). 

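With UPF1 knockdown the OGT decoy exon had a higher inclusion level in all 3 libraries than in any siNT library without it, both under TG. The 153 nt form was at 0.671 ± 0.113 (SD, n = 3) in siNT and at 0.868 ± 0.0810 (SD, n = 3) in siNT/siUPF1 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The moderated quasi-binomial test gave an unadjusted p of 0.00304 and an adjusted p of 0.119 over 28261 skipped exons, and the 146 nt form had an adjusted p of 0.14. The adjusted p was 0.04 without the siNT/siUPF1 library listed 2nd and 0.0419 with no filter on low counts, in a range up to 0.768 over all alternatives. Reads from exon 4 directly to exon 5 were fewer, 34, 29 and 25 in siNT and 5, 20 and 10 in siNT/siUPF1. Reads counted toward the 153 nt form overlapped, with 103, 228 and 160 in siNT and 179, 178 and 213 in siNT/siUPF1. Without siUPF1, at most 5.83% of the reads counted toward the 146 nt form cross from exon 4 into the decoy. Whether the spliced decoy form was more stable with siUPF1 was not tested apart from these reads. Of all skipped exons tested, 258 were higher and 142 lower with UPF1 knockdown. Events of splicing factor genes changed in both directions. In SR protein genes 6 events were higher and 0 lower, in SRSF2, SRSF3, SRSF6 and SRSF7 (15 adjusted over the list alone), and in other splicing regulator genes 20 were higher and 1 lower (29 adjusted over the list alone). In hnRNP genes 6 were lower and 3 higher (12 adjusted over the list alone), in branchpoint and U2 factor genes 3 were lower and 3 higher (10 adjusted over the list alone), and of 24 events in splicing kinase genes 0 changed (0 adjusted over the list alone). The SRSF6 exon at chromosome 20, 43459153 to 43459420, rose from 0.282 ± 0.0642 (SD, n = 3) to 0.588 ± 0.111 (SD, n = 3, adjusted p = 5.04e-11, and 0.530 with limma on the log2 odds). For skipped exons limma called 0 after adjustment, with 2390 at an unadjusted p under 0.05 (813 lower, 1577 higher), and the count was 205 without the siNT library listed 1st and 623 without the siNT/siUPF1 library listed 3rd. TG treatment alone was not analysed here.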

As a control, decoy inclusion levels were significantly higher in either in UPF1 knockdown alone (since the decoy exon form is stabilized) or TG treatment alone (Figure 4c, middle panels). We reasoned that detection of changes in decoy exon inclusion would be more sensitive in a siSFSWAP/siUPF1 background owing to the presence of the premature stop codon in the decoy exon. Therefore, we performed RNA-seq analysis of SFSWAP knockdown cells (treated with TG) in a UPF1 knockdown background. 

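Here SFSWAP knockdown was compared with non-target siRNA in 293A-TOA cells that also received siRNA against UPF1, again under TG, with 3 siNT/siUPF1 and 3 siSFSWAP/siUPF1 libraries. UPF1 is needed for nonsense-mediated decay, so that transcripts with premature stop codons are more stable without it. The reads were processed into event tables as for the cells without siUPF1, and the tables list 9652 retained introns and 110136 skipped exons. Reads at skipped exon events ranged from 32120531 to 35194796 per siNT/siUPF1 library (median 34709875) and from 25938092 to 32640317 per siSFSWAP/siUPF1 library (median 31525008). Retained intron events had 2185211 to 2531563 reads (median 2491670) and 1812794 to 2380457 reads (median 2293469). The limits on low counts left 5105 retained introns and 34006 skipped exons to test, and all skipped exons had 1 common dispersion of 2.96, whatever their own spread between replicates. In simulated counts, log2 odds changes of 2 were recovered at 55 of 100 retained introns and 24 of 100 skipped exons. Of the events called there, 12 of 79 retained introns and 3 of 37 skipped exons had not been changed. Here too the simulated skipped exons had the common dispersion, so false calls from a wider spread are not covered. Whether the effect of SFSWAP knockdown differed with UPF1 knockdown was tested as the difference between log2 odds ratios over all 12 libraries, at 3435 retained introns and 38928 skipped exons.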

Alternate splicing analysis using rMATS detected a significant reduction in decoy usage in SFSWAP knockdown cells in this background, consistent with the qPCR results (Figure 4c, right). Thus, we conclude that SFSWAP promotes inclusion of the OGT decoy exon. 

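In the UPF1 knockdown background the inclusion level of the OGT decoy exon fell with siSFSWAP. The 153 nt form went from 0.868 ± 0.0810 (SD, n = 3) in siNT/siUPF1 to 0.641 ± 0.128 (SD, n = 3) in siSFSWAP/siUPF1, a difference of 0.227 (log2 odds ratio 1.90, standard error 0.50, adjusted p = 0.00127 from the moderated quasi-binomial test). Every siSFSWAP/siUPF1 library lay below every siNT/siUPF1 library (two-sided exact permutation test, p = 0.1, the smallest p possible with 3 against 3). Reads from exon 4 directly to exon 5 numbered 5, 20 and 10 in siNT/siUPF1 and 20, 57 and 44 in siSFSWAP/siUPF1. Per 1000000 skipping reads this is 2.18 ± 1.37 (SD, n = 3) and 8.51 ± 3.42 (SD, n = 3), a ratio of 3.91. Reads counted toward the decoy were 6.47 ± 0.724 (SD, n = 3) and 6.80 ± 1.18 (SD, n = 3) per 1000000 inclusion reads (exact permutation test, p = 0.7).

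**Figure D4:**
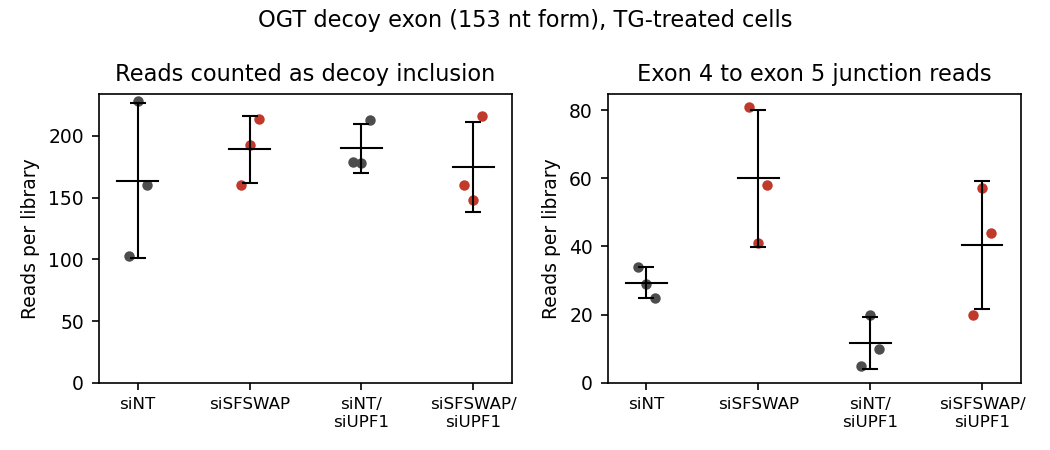
Reads counted toward OGT decoy inclusion and reads on the exon 4 to exon 5 junction in each of the 12 libraries, with 3 points per group and bars for the mean and SD. The junction reads run from 5 to 20 in siNT/siUPF1 and from 20 to 57 in siSFSWAP/siUPF1.

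The difference between the log2 odds ratios without and with siUPF1 was -1.06 (standard error 0.57, unadjusted p = 0.0664, adjusted p = 1.00 from the moderated quasi-binomial fit), so a larger effect in either background was not detected for OGT. The share of reads from exon 4 into the decoy, measured without siUPF1, was at most 5.83% in any library. With limma the adjusted p for the fall in inclusion was 0.265, and without the siSFSWAP/siUPF1 library listed 2nd the difference was 0.160 (adjusted p = 0.111), in a range from 1.00e-04 to 0.489 over the other alternatives. The paper reasons that a premature stop codon in the decoy makes a change in its inclusion easier to detect when UPF1 is knocked down.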

Because decoy exon recognition is a critical component of regulation of OGT intron detention, these data further suggest that SFSWAP regulates OGT intron detention by controlling decoy exon inclusion and/or recognition.

### SFSWAP may be a global regulator of decoy exon usage

Decoy exons have been proposed to regulate IR in a large number of genes in addition to OGT, especially those with longer retained introns (Parra et al., 2018). To examine whether SFSWAP regulates decoy exon-mediated IR in genes other than OGT, we re-analyzed our UPF1 knockdown RNA-seq dataset to account for these decoys. Most decoy exons remain uncharacterized to date with the exception of a few like those in OGT (Park et al., 2017; Parra et al., 2018), ARGLU1 (Pirnie et al., 2017), and SF3B1 (Parra et al., 2018). To obtain annotations corresponding to putative decoy exons, we used coordinates of novel unannotated cassette exons identified in human erythroblasts by Parra et al., 2018. We also obtained a matching list of known retained introns in the same cells identified based on RNA-seq data. We then filtered the list of novel cassette exons to include only those exons whose positions fall entirely within the corresponding retained introns. This list of 2398 novel cassette exons within known retained introns was used as the list of prospective decoy exons (Supplementary file 7). In principle, all of these may not be splicing decoys, but we think these are reasonable criteria to assay putative decoys.

We examined the role of SFSWAP in regulating the inclusion of these decoys either in a TG-treated or a TG-treated UPF1 knockdown background by performing alternate splicing analysis using a human reference annotation supplemented with this list of predicted decoy exons. 

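The list of predicted decoy exons that the paper gives in its supplement was matched to the skipped exon events by the start and end of the exon. Of the 2398 entries in the paper's list, only its first part was used here, with 1751 different exons in 1432 introns. A skipped exon event counted as a decoy where its exon had the coordinates of a listed decoy on GRCh38, and all other skipped exons were counted apart. This gave 760 decoys to test in the UPF1 knockdown background and 757 in its absence. A retained intron counted as decoy-containing where a listed decoy lay inside it. The samples, the limits on low counts and the test are those of the TG-treated experiments with and without UPF1 knockdown.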

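Listed decoy exons changed in both directions in the UPF1 knockdown background, 56 with lower and 63 with higher inclusion after SFSWAP knockdown among 760 tested. The paper labels single genes in Figure 5 and its supplement, and of 48 labels looked up for both backgrounds, 22 were matched to a tested decoy. All of these are exons of the decoy list, and no label of a retained intron was matched. Several are annotated in GENCODE 44 as numbered coding exons. They include ACAA1 exon 9, GUSB exon 3, AP1G2 exon 3, CTTN exon 11, FAS exon 6 and HDAC7 exon 9. Whether these exons act as decoys was not tested. The labels were read by eye and matched by gene and coordinates, and a label can stand for another decoy of its gene. Of these 22, 18 had the direction that the paper shows and 16 passed the test. Inclusion rose at the decoy of ACAA1, a peroxisomal thiolase (chromosome 3, 38126162 to 38126341, GRCh38), from 0.516 ± 0.155 (SD, n = 3) in siNT/siUPF1 to 0.987 ± 0.0220 (SD, n = 3) in siSFSWAP/siUPF1, a log2 odds ratio of -5.66 (adjusted p = 8.36e-06 from the moderated quasi-binomial test). The decoys of GUSB (0.689 to 0.977), TIMM44 (0.186 to 0.824), COX11 (0.128 to 0.610) and AP1G2 (0.279 to 0.824) also rose. Their adjusted p ran from 7.86e-05 to 0.0210 in the same test and from 0.0888 to 0.146 with limma. Reads were few at TIMM44, COX11 and AP1G2, with means of 19.5, 31.5 and 18.8 per library. The SDs (n = 3) were 0.173 and 0.193 at TIMM44 and 0.324 and 0.0651 at AP1G2. At the SAT1 decoy (X chromosome, 23784294 to 23784403), in the gene of a polyamine acetyltransferase, inclusion fell from 0.477 ± 0.178 (SD, n = 3) to 0.116 ± 0.0444 (SD, n = 3, adjusted p = 3.12e-88 with the common dispersion and 0.131 with limma on the log2 odds). It also fell in CTTN (0.831 ± 0.0492 to 0.594 ± 0.0882, SD, n = 3 each, adjusted p = 2.89e-20, and 0.252 with limma), in FAS (0.784 to 0.483) and in KIF23 (0.433 to 0.145). The KIF23 decoy had a mean of 30.2 reads per library. In MGEA5, which encodes O-GlcNAcase, the inclusion levels were 0.00462 and 0.0198 (adjusted p = 0.165). With the added condition of a difference of at least 0.2, 15 decoys were lower and 22 higher. By limma 0 of the decoys changed after adjustment (44 lower and 78 higher at an unadjusted p under 0.05), and by rMATS p-values 252 (107 lower, 145 higher).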

We observed altered patterns of decoy exon inclusion in SFSWAP knockdown conditions compared to non-target. 

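With UPF1 knocked down, SFSWAP knockdown lowered retention at most introns that changed, and changed skipped exons in both directions. Of 5105 introns, 125 had lower and 48 higher retention (72.25% and 27.75% of the 173 that changed). Over all 5105 introns, called or not, 53.09% had lower retention. By the authors' FDR values over all 9652 introns listed, 634 were lower and 451 higher. With a difference of at least 0.2 as well these were 207 and 203. TUBG2 intron 7 was again among the largest falls at a mean of at least 50 reads and with groups that do not overlap, from 0.807 ± 0.189 (SD, n = 3) to 0.280 ± 0.0978 (SD, n = 3, adjusted p = 0.00219), with introns of PIEZO1, ULK3, NEDD8MDP1, CPSF3L and IFRD2. Of 34006 skipped exons, 1329 had higher and 1136 lower inclusion (53.91% and 46.09% of the 2465 that changed), and with a difference of at least 0.2 as well 561 were higher and 265 lower. Exon 4 of COASY, which encodes coenzyme A synthase, rose from 0.184 ± 0.0649 (SD, n = 3) to 0.820 ± 0.0763 (SD, n = 3, adjusted p = 1.28e-31, and 0.0559 with limma on the log2 odds), and an exon of SNHG1 fell from 0.847 ± 0.0550 (SD, n = 3) to 0.289 ± 0.0776 (SD, n = 3, adjusted p = 3.56e-88, and 0.0640 with limma). Listed decoy exons were higher in 52.94% and lower in 47.06% of the 119 cases that changed, and the other skipped exons in 53.96% and 46.04%. Among genes of the lists fixed beforehand, 23 of 88 events tested in SR protein genes were lower and 2 higher (28 changed when adjusted over the list alone), 26 of 195 in hnRNP genes were lower and 12 higher (52 over the list alone), and 38 of 292 in other splicing regulators were lower and 8 higher (55 over the list alone). Of 117 events in branchpoint and U2 factor genes 11 were lower and 9 higher (23 over the list alone), and of 36 in splicing kinase genes none changed. DNA repair genes had 3 lower and 16 higher of 253 (23 over the list alone), chromatin modifiers 3 lower and 12 higher of 195 (17 over the list alone), cytosolic ribosomal protein genes 25 lower and 30 higher of 387 (61 over the list alone), genes of the O-GlcNAc and hexosamine pathway 2 lower and 5 higher of 65 (11 over the list alone) and m6A methylation genes 1 lower and 1 higher of 74 (1 over the list alone).

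**Figure D5:**
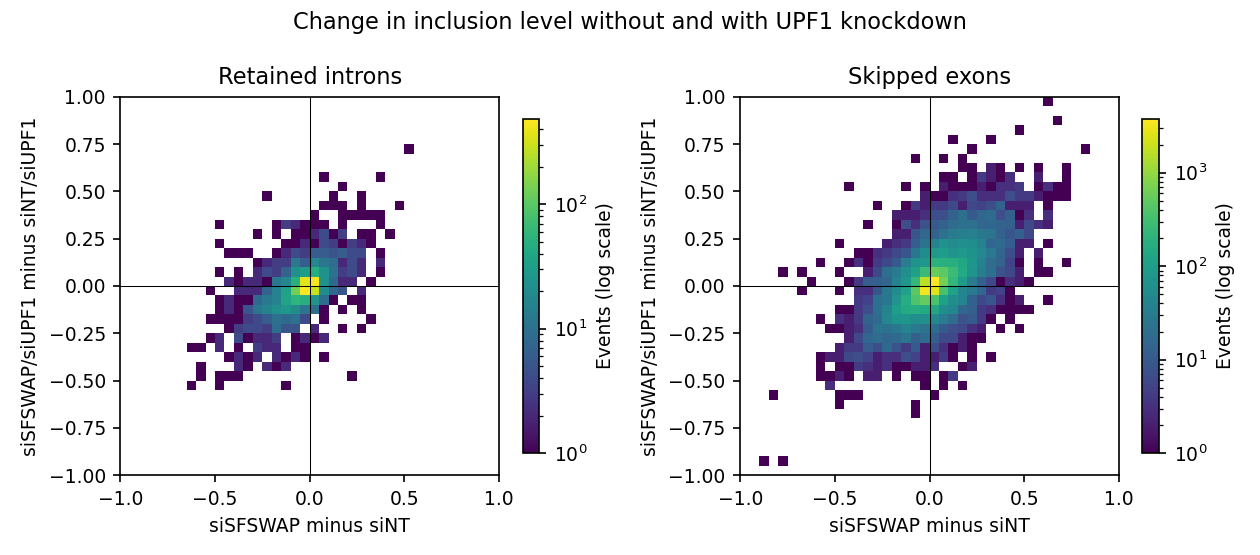
Number of events by their difference in inclusion level (siSFSWAP minus siNT) without siUPF1 on the x axis and with siUPF1 on the y axis, for retained introns and skipped exons tested in both. Of 74 introns that changed in both, 73 went the same way, and of 1130 skipped exons, 1123.

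Of 2795 introns tested with and without siUPF1, 62 had lower retention in both where 7.33 would be shared by chance. At 22458 skipped exons, 493 were lower in both (40.3 by chance) and 630 higher in both (79.4 by chance). For skipped exons the direction turned with limma on the log2 odds, which called 17 (10 lower, 7 higher), without the siSFSWAP/siUPF1 library listed 3rd (913 lower, 735 higher) and without the siNT/siUPF1 library listed 2nd (713 lower, 686 higher), and the count was 1470 without the siSFSWAP/siUPF1 library listed 1st and 1449 without the one listed 2nd. For introns limma called 1 (625 at an unadjusted p under 0.05, 394 lower and 231 higher), and the count was 87, 96 and 89 without the siSFSWAP/siUPF1 library listed 1st, 2nd and 3rd and 349 without the siNT/siUPF1 library listed 3rd.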

While the changes in retained intron splicing were primarily in the direction of increased splicing (i.e., less RI inclusion) and that of skipped exon splicing were predominantly in the direction of more inclusion upon SFSWAP knockdown, decoy exons were either more or less included (Figure 5a). This may reflect the varying mechanisms of action of individual decoys, their splice site strengths, and/or the efficiency of splicing of the intron in which they are found (see Discussion). We further classified these decoy exons based on the predicted translational outcome if the decoys are included in the transcripts (poison cassette, non-poison or untranslated), but we did not see any additional trends for any of these outcome types (Figure 5b). We obtained similar trends for decoy exon usage regulation by SFSWAP with our TG-treated dataset in the absence of UPF1 knockdown (Figure 5—figure supplement 1), with the only major change being the loss of some of the poison exon events (blue dots) with highest fold changes as expected in the absence of a stabilizing UPF1 knockdown. 

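Without UPF1 knockdown, listed decoy exons also changed in both directions, and more often toward inclusion. Of 757 decoys tested in the TG-treated cells, 89 had higher and 39 lower inclusion after SFSWAP knockdown (69.53% and 30.47% of those that changed). Other skipped exons that changed were higher in 65.1% and lower in 34.9%. Listed decoys can be annotated coding exons, as are those of PYCR1 (exon 5), MCRIP1 (exon 4) and ILK (exon 7). PYCR1 went from 0.405 to 0.913 (adjusted p = 1.87e-09 from the moderated quasi-binomial test), MCRIP1 from 0.684 to 0.901 (adjusted p = 5.21e-12, and 0.111 with limma) and ILK, the integrin-linked kinase, from 0.651 to 0.941 (adjusted p = 3.60e-21, and 0.0932 with limma). Decoys in TMEM219 (0.212 to 0.00836, adjusted p = 4.99e-05), SAT1 (0.180 to 0.0880, adjusted p = 2.52e-11, and 0.334 with limma) and UBA1 (0.814 to 0.197, adjusted p = 0.00305) were less included. The UBA1 decoy had a mean of 28.5 reads per library. Of 653 decoys tested in both backgrounds, 67 changed in both and 66 of them in the same direction. With limma 20 decoys changed (6 lower, 14 higher), and with rMATS p-values 279 (93 lower, 186 higher).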

To further investigate the role of SFSWAP in modulating decoy exon usage, we analyzed the effect of SFSWAP knockdown on splicing of decoy exon-containing retained introns. In contrast to the enhanced removal of retained introns for most non-decoy exon-containing events upon SFSWAP knockdown (Figure 3b, Figure 3—figure supplement 8), decoy-containing retained intron events did not show a trend toward any direction (Figure 5c), suggesting a different mechanism of regulation for decoy-containing retained introns. 

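Few decoy-containing retained introns could be tested, and 1 changed in each background. With UPF1 knockdown 13 were tested, and retention was higher after SFSWAP knockdown at 1 and lower at 0. In its absence 9 were tested, and retention was lower at 1 and higher at 0. At an unadjusted p under 0.05 there were 2 lower and 1 higher with siUPF1, and 1 lower without it. With so few introns a preference for either direction was not detectable. Of these introns limma called 0 in either background, with 1 at an unadjusted p under 0.05 with siUPF1 and 0 without. From the lack of a trend among these introns the paper proposes a different mechanism of regulation for them. None of the introns labelled in the paper's Figure 5c or in panel c of its supplement was among the decoy-containing introns tested here.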

Consistent with this observation and as observed by other groups (Boutz et al., 2015; Parra et al., 2018), we observed a trend toward increased intron length for decoy-containing retained introns compared to non-decoy-containing retained introns (Figure 5d). Thus, while the mechanism of SFSWAP on individual decoy exons may differ, the data support a role of SFSWAP as a general regulator of decoy exon splicing.

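In both backgrounds the retained introns that hold a listed decoy had a median length above that of the others. With UPF1 knockdown it was 239 bp (quartiles 206 to 252 bp, n = 13), and that of the other retained introns tested was 129 bp (quartiles 94 to 208 bp, n = 5092). In TG-treated cells without siUPF1 the medians were 251 bp (quartiles 238 to 259 bp, n = 9) and 128 bp. The lengths were not tested, since an intron has to exceed the length of its decoy to hold it and introns whose decoys lie in the part of the list not used here count among the others. The lengths are those of the retained intron as rMATS lists it on GRCh38.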

**Figure 5.**
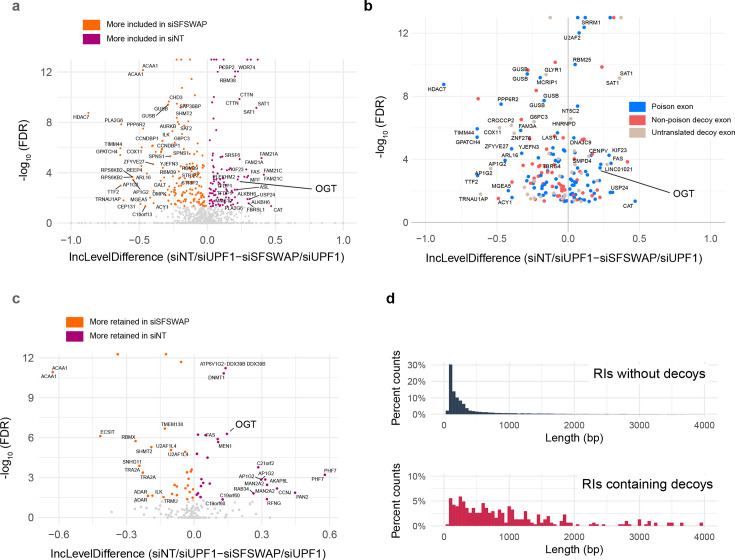
SFSWAP is a global regulator of decoy exon splicing. (**a**) Scatter plot of global decoy exon inclusion level changes upon SFSWAP knockdown in a TG-treated UPF1 knockdown background. Statistically significant events are colored. Not all analyzed cassettes may function as splicing decoys. (**b**) Exon types of the events shown in (**a**) classified based on the predicted translation outcome. Events shown in blue introduce an in-frame stop codon in the CDS, thus functioning as poison cassettes. (**c**) Inclusion level changes in decoy-containing retained introns upon SFSWAP knockdown in a TG-treated UPF1 knockdown background. Significant events are colored. (**d**) Length distribution of the decoy-containing retained introns compared to non-decoy-containing retained introns.

**Figure 5—figure supplement 1.**
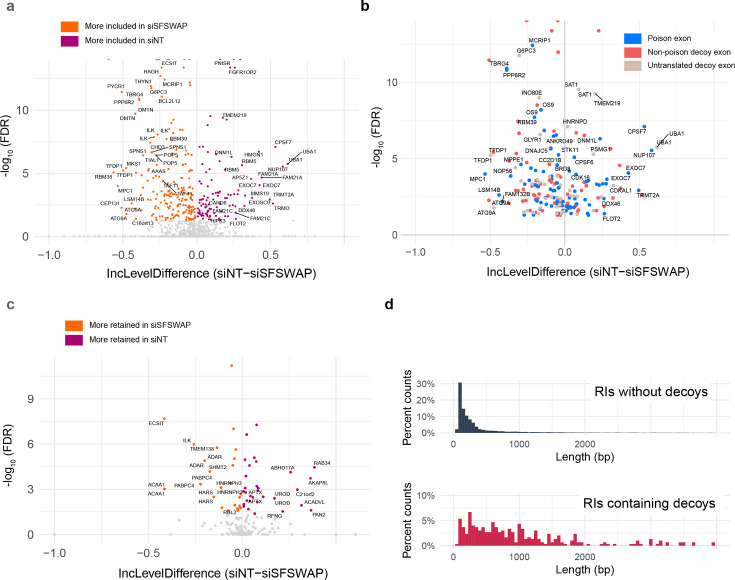
SFSWAP is a global regulator of decoy exon splicing. (**a**) Scatter plot of global decoy exon inclusion level changes upon SFSWAP knockdown in a TG-treated background. Statistically significant events are colored. (**b**) Exon types of the events shown in (**a**) classified based on the predicted translation outcome. Events shown in blue introduce an in-frame stop codon in the CDS, thus functioning as poison cassettes. (**c**) Inclusion level changes in decoy-containing retained introns upon SFSWAP knockdown in TG-treated cells. Significant events are colored. (**d**) Length distribution of the decoy-containing retained introns compared to non-decoy-containing retained introns.

## Discussion

Using a genome-wide CRISPR screen, we identified the putative splicing factor SFSWAP to be necessary for efficient OGT IR. The effect is particularly evident in conditions of high O-GlcNAc that strongly favor retention of intron 4. Additionally, we show that depletion of SFSWAP using siRNAs decreases IR in many transcripts and that skipped exons tend to be more included in these conditions. These observations are wholly consistent with previously published single gene focused studies examining splicing of Tau, fibronectin, CD45, and SFSWAP splicing (Wang et al., 2004; Sarkissian et al., 1996; Zachar et al., 1987). Together, these results strongly support the conclusion that SFSWAP is a splicing factor that primarily functions as a negative regulator of splicing.

In addition, our work suggests that SFSWAP may control OGT splicing by regulating function of its decoy exon and that this may extend to other transcripts with decoy exons. OGT intron 4 and other retained introns require decoy exons for their regulation. Exactly how decoy exons function remains unclear, but several observations suggest that they promote assembly of splicing factors, but not splicing, in order to promote IR (Park et al., 2017; Parra et al., 2018; Parra et al., 2020; Pirnie et al., 2017). First, mutation of the weak 5′ splice sites of the OGT decoy exon leads to constitutive splicing of exons 4 and 5 in reporters. Second, eCLIP data demonstrate that U2AF1 and U2AF2 bind to the decoy 3′ splice sites. Third, addition of a morpholino antisense oligonucleotide targeting the OGT decoy’s 5′ splice site also promotes constitutive splicing of exons 4–5. Fourth, placing decoy exons and their flanking sequences into other heterologous introns leads to IR, indicating that there is not a gene or intron-specific suppression of splicing. Fifth, CRISPR deletion of the endogenous locus containing the OGT decoy leads to constitutive splicing of exons 4 and 5. Sixth, only a small percentage of mature transcript spliced isoforms splice in the decoy, even when assayed in NMD-inhibiting condition (Figure 4b). Together, these data support the recent proposed models that decoy exons require recognition by the spliceosome but are rarely spliced into the final product.

While the mechanism of SFSWAP regulation remains unclear, these characteristics of decoy exons suggest that it functions downstream of exon definition. If SFSWAP suppresses assembly of splicing factors on exons, knockdown of SFSWAP would increase decoy exon definition and thereby increase IR of OGT. In addition, increased recognition of the decoy exon may also increase decoy exon inclusion due to better recruitment of splicing factors assembly on the decoy. Our data show the exact opposite of these predictions as splicing of exons 4–5 increase upon SFSWAP depletion and decoy inclusion decreases (Figures 2, 4).

For these reasons, we favor a model in which SFSWAP functions subsequent to exon definition to repress a downstream event in the splicing cycle (Figure 6). For skipped exons and retained introns without decoys, SFSWAP represses splicing at canonical sites which can then be used upon SFSWAP depletion. Perhaps its RS domain acts as a negative regulator by competing with RS domains from canonical SR proteins that promote splicing. For OGT, we speculate that SFSWAP represses inclusion of the decoy similar to how it functions for cassette exons (Figure 6, middle and bottom, left). However, in this case, spliceosome assembly at the decoy then indirectly inhibits splicing of exons 4 and 5 by promoting stable unproductive assembly of the spliceosome (Figure 6, bottom left). One piece of data that seems to contradict this model is that there is less splicing of the decoy upon SFSWAP depletion (Figure 4). We speculate that loss of decoy splicing inhibition by SFSWAP allows competition between the OGT decoy and the exon 4–5 splice sites. Because the latter are stronger sites, decoy inclusion may be lost due to the increase in mRNA production (Figure 2). Interestingly, for skipped exons and retained introns more generally, SFSWAP knockdown had a clear tendency to increase splicing efficiency (Figure 3). In contrast, SFSWAP knockdown led to a more equal distribution of inclusion and exclusion events on those retained introns containing potential decoy exons (Figure 5). Since the putative decoys are generally weaker exons, releasing the negative regulation by SFSWAP may still not be sufficient to promote inclusion of the decoys whereas derepression of canonical skipped exons leads to their inclusion.

**Figure 6.**
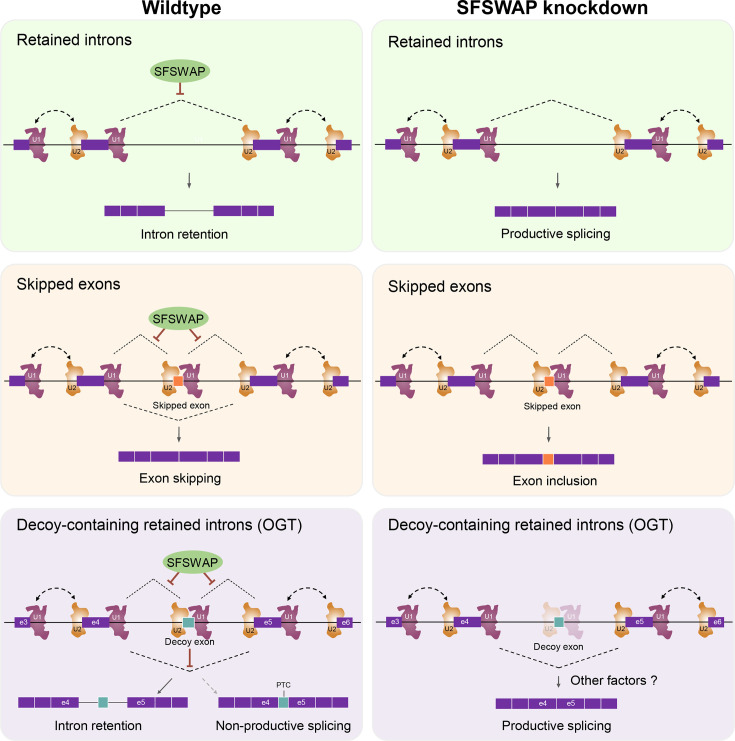
Model for the mechanism of action of SFSWAP on intron retention and exon skipping. See text for details. In the case of retained introns without decoy exons or cassette exons (top and middle), we suggest that SFSWAP (green oval) restricts splicing subsequent to definition of the exons by U1 and U2. For retained introns with decoys, this inhibition of decoy exon inclusion supports the decoy exon’s function to promote intron retention (see Discussion).

**Figure 6—figure supplement 1.**
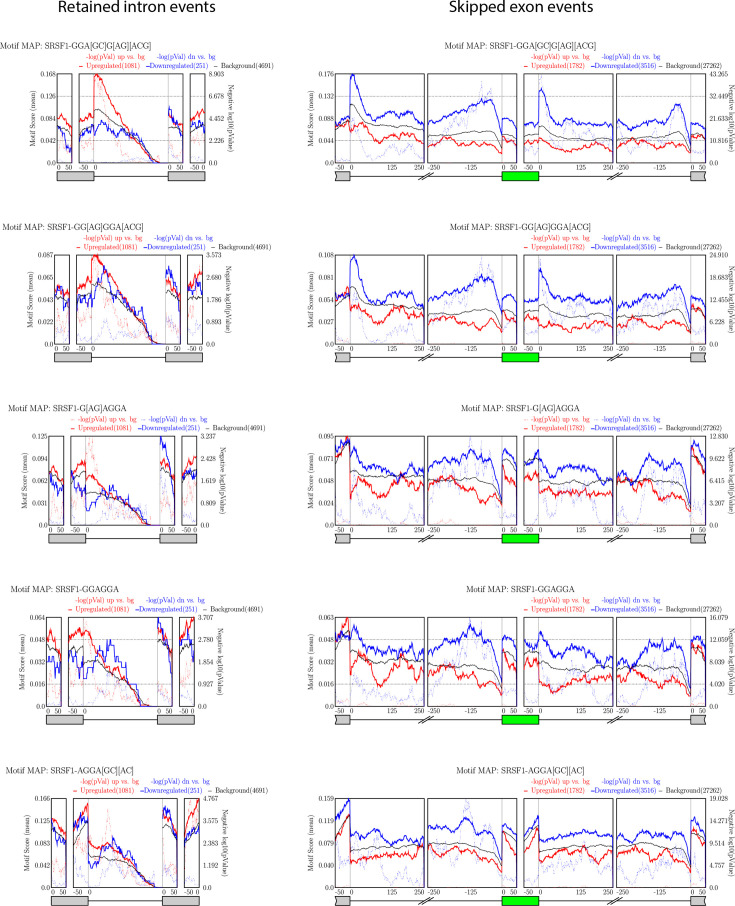
Enrichment of different SRSF1-binding sites on significant alternate splicing events as analyzed by rMAPS. Enrichment on RI and SE events is shown as a motif score across the regions of interest. Colored solid lines (red or blue) correspond to motif scores for upregulated and downregulated events, respectively, and dotted lines indicate corresponding −log(p-values). The solid black line indicates the background motif score for the region.

**Figure 6—figure supplement 2.**
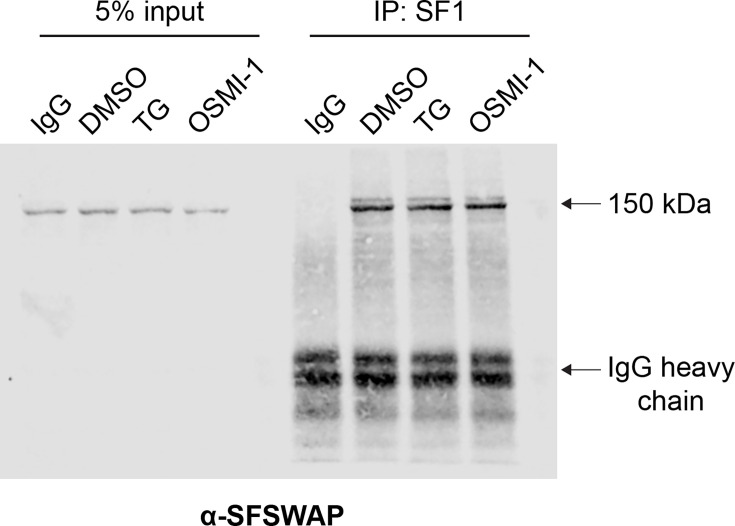
Co-immunoprecipitation (co-IP) analysis of SF1 interaction with SFSWAP. SF1 was immunoprecipitated with mouse anti-SF1 antibodies from 293A-TOA cells treated with either DMSO, TG, or OSMI-1 and the blot was probed with rabbit anti-SFSWAP antibodies. The ~150 kDa band corresponding to SFSWAP is marked. Notably, IP efficiency does not change upon treatment with TG or OSMI-1. Figure 6—figure supplement 2—source data 1.Co-immunoprecipitation (co-IP) analysis of SF1 interaction with SFSWAP.

Given the absence of canonical RNA-binding domains on SFSWAP, it seems plausible that a second protein with direct RNA-binding activity mediates its activity. Interestingly, we observed enrichment of known SRSF1-binding motifs at the 5′ end of SFSWAP-dependent differentially regulated retained intron events and around differentially regulated exon skipping events (Figure 6—figure supplement 1), supporting the idea that SRSF1 acts in concert with SFSWAP to mediate its effect. Alternately, SFSWAP could function in conjunction with the branchpoint binding protein SF1 which has been shown to bind SURP domain containing proteins (like SFSWAP) in vitro (Crisci et al., 2015). Notably, we also identified SF1 as a potential target regulating OGT IR in our TG-treated CRISPR screen (Figure 2) and could also validate SFSWAP-SF1 interactions in cell lines by co-immunoprecipitation (Figure 6—figure supplement 2), further supporting this idea.

With respect to the role of SFSWAP in mediating changes in OGT intron detention in response to varying O-GlcNAc levels in the cell, we speculate that SFSWAP binding to the U2 snRNP is regulated by cellular O-GlcNAc levels through an unidentified sensor. Multiple phosphorylation events on SFSWAP downstream of this sensor may modulate its binding to U2 snRNP. This is supported by the observation that SFSWAP is one of the most highly differentially phosphorylated proteins in the cell after a short treatment (30 min) with an OGT inhibitor, OSMI-2 (Tan et al., 2020). Treatment of cells with conditions leading to low O-GlcNAc levels lead to phosphorylation of SFSWAP at multiple residues (primarily S604). We propose that this change in phosphorylation status may regulate its disassociation from U2 snRNP. This then leads to altered recognition of the decoy leading to enhanced removal of the retained intron. On the other hand, high O-GlcNAcylation levels lead to accumulation of an unphosphorylated form of SFSWAP capable of binding to U2 snRNP and mediating decoy exon recognition, leading to IR. While we show that SFSWAP plays a major role in regulating OGT IR, we also realize that there are likely other factors at play in regulating OGT intron detention, especially given the fact that SFSWAP knockdown does not lead to complete excision of the OGT retained intron as is observed upon deletion of the decoy (Park et al., 2017). These factors and their mechanism of action remain a subject for future studies.

## Materials and methods

### Cell culture and growth conditions

HCT116 and HEK293T cells were maintained in DMEM (Sigma, D5796) with penicillin-streptomycin, 2 mM L-glutamine, and 10% fetal bovine serum (FBS, Sigma, F0926) and grown at 37°C in 5% CO_2_. Media was supplemented with Plasmocin (InvivoGen, ant-mpt, 1:10,000) and 50 μg/ml hygromycin (Sigma H3274) as required. 250 μg/ml hygromycin or 1 μg/ml of puromycin (Sigma P8833) was used for selection of cells. 293A-TOA cells (Sahin et al., 2010) were grown similarly, but with Tet-free FBS (Atlanta Biologicals, S10350). Plasmid transfections were performed using TransIT-293 (Mirus bio, MIR 2704) for HEK293 cells or Fugene HD (Promega, E2311) for HCT116 cells according to manufacturer’s protocols. For modulation of O-GlcNAc levels, cells were treated with 10 μM OSMI-1 (Sigma SML1621), 1 μM TG (Sigma SML0244), 100 μM DON, 10 mM glucosamine, or 50 μM PUGNAc for 6 hr. Glucose deprivation was performed by growing cells in glucose-free media (Thermo Fisher Scientific, 11966025) for 24 hr. A list of key resources and primer sequences is provided in Appendix 1—key resources table and Supplementary file 8 respectively.

### O-GlcNAc responsive GFP reporter construction

An 864-bp PCR product encoding the eGFP, the T2A element and a part of β-globin exon 2 was PCR amplified from pNC1330 using the oligomers NC3739 and NC3482 (Acc65I and BamHI ends). A second PCR product (1056 bp) encoding the remaining part of β-globin exon 2, intron 2, and exon 3 was PCR amplified from pNC980 using NC2085 and NC3851 (BamHI and XbaI ends). The two fragments were ligated into an Acc65I XbaI digested pcDNA3 vector to obtain a BamHI site at the junction of the two fragments. A 4008-bp BamHI fragment encoding OGT exon 4, intron 4, and exon 5 from pNC980 was then ligated into the newly generated BamHI site to obtain a pcDNA version of the GFP reporter. The entire reporter region consisting of eGFP, T2A, OGT exon 4, intron 4, exon 5, and flanking β-globin introns and exons was then moved to pNC1049 using the Acc65I XbaI sites to obtain the final reporter construct (pNC1771).

### AAVS1 integration and clonal cell line generation

The reporter construct generated above was integrated into the AAVS1 safe harbor locus of HCT116 cells by TALEN-mediated recombination as described before (Scarborough et al., 2021). hAAVS1 1L TALEN and hAAVS1 1R TALEN were gifts from Feng Zhang (Addgene plasmid #35431 and #35432, respectively) (Sanjana et al., 2012). Reporter integrated cells were selected by growth in 250 μg/ml hygromycin for 2 weeks. Fluorescence activated cell sorting was performed to select cells expressing varying GFP levels, which were expanded and screened for reporter activity in the presence of either OSMI-1 or TG by northern blot analysis. Cell lines showing enhanced intron 4 splicing in response to OSMI-1 and increased retention of the reporter RNA in response to TG were selected for further screening by RT-qPCR.

### Reporter validation

For RT-qPCR validation, total RNA isolated from inhibitor treated cells was subjected to reverse transcription using 2.5 μM dT_20_ oligomers and 200 U of SuperScript II reverse transcriptase (Thermo Fisher Scientific, 18064014). The resulting cDNA was used as a template for PCR amplification using NC3378 (binding within the GFP ORF) and NC2094 (binding downstream of the last of β-globin exon 3). An amplicon size of 1251 bp is expected in the absence of any unexpected alternate splicing events. For validation of O-GlcNAc responsiveness, the reporter line was treated with modulators of O-GlcNAc levels as above. Cells were subjected to either FACS analysis or western blot analysis using either anti-GFP antibodies or O-GlcNAc RL2 antibodies. β-Actin antibodies were used for loading controls.

### Northern blot analysis

Northern blot analysis was performed using standard techniques. Briefly, about 3–5 μg of total RNA was resolved on a 0.8–1.4% formaldehyde agarose gel, transferred to a positively changed nylon membrane by capillary transfer, UV-crosslinked and probed with radiolabeled RNA probes generated by in vitro transcription with T7 RNA polymerase. Sequences of DNA oligomers used to generate transcript specific probes are listed in Supplementary file 8.

### siRNA knockdown

For SFSWAP knockdowns, 293A-TOA were transfected with 40 nM siRNA using RNAiMAX (Thermo Fisher Scientific, 13778150) following the manufacturer’s protocol. Cells were split 24 hr post-transfection and allowed to grow for an additional 4 days. All other gene knockdowns were performed similarly with 30 nM siRNA and 3 additional days of growth after splitting.

### CRISPR screens

Unbiased pooled CRISPR screens using the Human Brunello CRISPR knockout pooled library (a gift from David Root and John Doench, Addgene #73179) (Doench et al., 2016) were performed as before (Scarborough et al., 2021). Briefly, amplified library DNA isolated from ElectroMAX Stbl4 Competent Cells (Thermo Fisher Scientific, 11635018) was used to generate a high-titer lentiviral library using HEK293T cells. Following viral titer estimation by CellTiter-Glo Luminescent Cell Viability Assay (Promega, G7570) and Benzonase (Sigma, E1014) treatment, the lentiviral supernatant was used to infect reporter cells at a 30% infection ratio. Pilot screens were performed at 100× library coverage and replicate screens were performed at 300× coverage. Infected cells were selected in puromycin for a total of 8 days. On the last day of selection, cells were either left untreated or treated with either TG (replenished every 12 hr for a total of 24 hr) or OSMI-1 for 24 hr. In the case of TG-treated screens, the high GFP-expressing population of cells were collected, while in case of the OSMI-1-treated screens, low GFP-expressing cells were collected. In the case of untreated screens, both populations of cells were collected. Sorting was performed at the Flow Cytometry Core at UT Southwestern Medical Center. Following DNA isolation and PCR amplification of the guide RNA-encoding locus, next-generation sequencing was performed on an Illumina NextSeq550 instrument using an indexed single-end sequencing protocol with a read length of 75 bp. The original DNA preparation used to generate the lentiviral library was sequenced simultaneously to ensure complete library representation. Reads were mapped to the Brunello library guide RNA sequences and statistical analysis to calculate enrichment over unselected cells was performed using the MAGeCK-VISPR (Li et al., 2015) pipeline.

### Validation of CRISPR screen hits

Genes corresponding to the top enriched guide RNAs from the TG-treated CRIPSR screen were validated as regulators of OGT intron detention by siRNA-mediated knockdown of the gene in the presence of TG followed by RT-qPCR of relevant junctions of endogenous OGT. Target genes were further validated by northern blot analysis of either the reporter RNA or endogenous OGT RNA following knockdown.

### RT-qPCR analysis

For RT-qPCR analysis of endogenous OGT splicing, 1 μg of total RNA was used for reverse transcription using 2.5 μM dT_20_ and 200 U of M-MuLV Reverse Transcriptase (NEB, M0253S) for 50 min at 42°C. Following heat denaturation at 80°C for 10 min, excess RNA and RNA:DNA hybrids were removed by digestion with RNase A and RNase H. The resulting cDNA was used as a template for qPCR using the iTaq Universal SYBR Green Supermix (Bio-Rad, 1725121). PCR was performed for 40 cycles with an annealing temperature of 60°C. Analysis was performed using the ΔΔCt method using actin for normalization. OGT decoy exon qPCRs were performed similarly in a UPF1 knockdown background, but with 5 μg of total RNA, 200 U of SuperScript IV (Thermo Fisher Scientific, 18090050) and a mixture of 2.5 μM dT_20_ and 2 pmol of an OGT exon 5 specific reverse primer (NC985).

### RNA-seq analysis

RNA-seq analysis was performed in 293A-TOA cells in either wild-type or UPF1 knockdown background with or without 1 μM TG treatment for 6 hr. All RNA-seq experiments were performed in biological triplicates. Cells were harvested from 6-well plates at 70–80% confluency. Knockdown efficiency of proteins of interest were validated by either western blot analysis or RT-qPCR with appropriate primers. RNA isolation was performed using Zymo Direct-zol RNA miniprep kit (Zymo R2050). One μg of total RNA was used for polyA-RNA isolation and library preparation using the KAPA mRNA Hyperprep kit (Roche, KK8580) following the manufacturer’s protocol. RNA was fragmented to an average fragment size of 100 bp. The kit-supplied adaptor was replaced with NEB adaptors and index primers (NEB, E7335S) to enable pooling of multiple samples per flow cell. Single-end sequencing with a read length of 100 bp was performed using an Illumina NextSeq 2000 instrument at the McDermott Center Next Generation Sequencing (NGS) Core at UT Southwestern Medical Center to obtain 60–65 million reads per sample on average.

Reads were trimmed with cutadapt and aligned to GENCODE release 40 of the human reference genome with STAR (version 2.7) (Dobin et al., 2013) using the ‘--twopassMode Basic’ option. Batch correction was performed, if necessary, using the EDASeq (Risso et al., 2011) and RUVSeq (Risso et al., 2014) R packages. Differential expression analysis was performed using edgeR (Robinson et al., 2010) using factors of unwanted variation obtained from RUVSeq as an additional covariate in the design matrix.

### Alternate splicing analysis

Alternate splicing analysis was performed using rMATS (Shen et al., 2014), MAJIQ (Vaquero-Garcia et al., 2023), and Whippet (Sterne-Weiler et al., 2018). rMATS analysis was performed with either untreated or TG-treated samples using all three biological replicates of siNT and siSFSWAP samples. For rMATS, events with FDR ≤0.05 and IncLevelDifference ≥0.2 were considered significant. Whippet analysis was performed with default parameters using all three biological replicates of untreated siNT or siSFSWAP samples. Events with probability ≥0.9 and ΔPSI of 20% or greater were considered significant. MAJIQ analysis was performed using the GFF3 version of the genome obtained from GENCODE (instead of GTF). The ‘build’ step was performed with the options --min-experiments 2 and --simplify 0.10. Following the ‘deltapsi’ step, Local Splicing Variations (LSVs) were converted into rMATS-style binary events using the ‘modulize’ function. Events with probability ≥0.9 and ΔPSI of ≥10% were considered significant. The proportion of event types as a fraction of all event types was plotted from rMATS output (JC model) using MASER (https://github.com/DiogoVeiga/maser; DiogoVeiga, 2022). GC content calculations were performed based on rMATS JC model outputs taking only significant events (as defined above) into consideration. Enrichment of RBP-binding sites around alternately spliced events was visualized using the rMAPS2 web server (Hwang et al., 2020) with rMATS JCEC model output files provided as inputs. Sashimi plots for regions of interest were generated using rmats2sashimiplot (https://github.com/Xinglab/rmats2sashimiplot; Xinglab, 2025).

### Amplicon sequencing

cDNA preparations from TG-treated SFSWAP knockdown (or non-target) cells in a UPF1 knockdown background were used as templates for PCR amplification of the region between OGT exons 3 and 8 using the primers NC1769 and NC988. PCR was performed for 30 cycles using Q5 DNA polymerase (NEB, M0491S). The amplicons were sequenced at Plasmidsaurus. Sequencing reads were aligned to a version of OGT cDNA sequence containing the longest form of the OGT decoy exon (153 bp) but excluding the rest of the retained intron using minimap2 (Li, 2018) and the number of reads overlapping the decoy exon were computed using bedtools (Quinlan and Hall, 2010). Coordinates for the four possible OGT decoy exon forms are as follows: decoy 143 (chrX:71,546,347–71,546,489), decoy 146 (chrX:71,546,344–71,546,489), decoy 150 (chrX:71,546,347–71,546,496), and decoy 153 (chrX:71,546,344–71,546,496).

### Global alternate decoy exon usage analysis

Decoy exon usage analysis was performed using RNA-seq reads obtained with or without UPF1 knockdown in the presence of TG, and either non-target (siNT) or SFSWAP (siSFSWAP) knockdown. To obtain decoy exon annotations, we used coordinates of novel unannotated cassette exons identified in human erythroblasts by Parra et al., 2018 based on a set of stringent criteria. This list of novel cassette exons was further filtered to only keep cassettes located within known retained introns in the same cell line. The coordinates of these novel cassette exons located within known retained introns were used to supplement RefSeq (based on genome assembly GCF_000001405.34/GRCh38.p8) to obtain a version of the human reference annotation containing potential decoy exons. RNA-seq reads were trimmed and mapped to this modified reference using STAR in ‘two-pass Basic’ mode. rMATS analysis was performed as above.

### Co-immunoprecipitation analysis

Co-immunoprecipitation of SFSWAP with SF1 was performed from 293A-TOA cells grown in a 60-mm plate treated with either DMSO, TG, or OSMI-1. Briefly, cells were lysed in a buffer containing 100 mM NaCl, 2.5 mM MgCl_2_, 10 mM Tris-HCl pH 7.5 and 0.5% IGEPAL CA-630, 1 mM PMSF and 1× Protease Inhibitor Cocktail Set V (Millipore, 539137). Samples were nutated at room temperature with 20 U RQ1 DNase (Promega, M6101) and RNase A (10 μg/ml) for 15 min, clarified by centrifugation, and incubated with 2 μg of mouse anti-SF1 antibodies for 2 hr at 4°C. The antibody complexes were pulled down with 20 μl protein A magnetic beads, washed five times with the same buffer lacking protease inhibitors and eluted with 1× SDS–PAGE loading buffer. The eluate was resolved on a 7.5% SDS–PAGE gel, transferred to a nylon membrane, probed with rabbit anti-SFSWAP antibodies (1:1000) and detected using IRDye-conjugated secondary antibodies on a Licor instrument.

### Material availability

All unique plasmids and cell lines generated for this study are available upon request to corresponding author.

## Data Availability

Raw sequencing reads for all sequencing experiments described in this paper have been deposited in NCBI GEO with the accession number GSE277952. Full-length gels are included for all figures in a separate source file. The following dataset was generated: GovindanA ConradNK 2024SFSWAP is a negative regulator of OGT intron detention and global pre-mRNA splicingNCBI Gene Expression OmnibusGSE27795210.7554/eLife.104439PMC1201776940265571

## Appendix 1

**Appendix 1—key resources table:**

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*H. sapiens*)	HEK293A-TOA	Dr. Nicholas K. Conrad; Sahin et al., 2010	UT Southwestern Medical Center	
Cell line (*H. sapiens*)	HEK293T	Dr. Joshua Mendell	UT Southwestern Medical Center	
Cell line (*H. sapiens*)	HCT116	ATCC	CCL-247	
Cell line (*H. sapiens*)	HCT116 GFP-β-OGT	This paper	Clone E9	Maintained by Nicholas K. Conrad lab
Strain, strain background (*E. coli*)	ElectroMAX Stbl4 competent cells	ThermoFisher	Cat #11635018	Competent cells
Strain, strain background (*E. coli*)	DH5α	ThermoFisher	Cat #EC0112	Competent cells
Antibody	Rabbit polyclonal anti-GFP	Abcam	Cat #ab6556;RRID:AB_305564	1:2000
Antibody	Rabbit polyclonal anti-SFSWAP	Bethyl	Cat #A300-985A;RRID:AB_2185354	1:1000
Antibody	Rabbit polyclonal anti-SF1	Abnova	Cat #H00007536-M01;RRID:AB_607016	1:5000
Antibody	Goat anti-rabbit IRDye 800CW	LI-COR Biosciences	Cat #926–32211;RRID:AB_621843	1:10,000
Antibody	Goat anti-mouse IRDye 800CW	LI-COR Biosciences	Cat #926–32210;RRID:AB_621842	1:10,000
Antibody	Mouse monoclonal anti-beta-actin	Abcam	Cat #ab6276; RRID:AB_2223210	1:10,000
Antibody	Mouse monoclonal anti-O-GlcNAc (RL2)	Invitrogen	Cat #MA1-072; RRID:AB_326364	1:1000
Antibody-based Reagent	Myc-Trap magnetic agarose beads	Chromotek	Cat #ytma	
Synthetic Peptide	2 x Myc-peptide	Chromotek	Cat #2yp	
Recombinant DNA reagent	Plasmid: pcDNA3	ThermoFisher	Cat #V79020	
Recombinant DNA reagent	Plasmid: psPAX2	Addgene	Plasmid #12260	psPAX2 was a gift from Didier Trono (Addgene plasmid #12260; http://n2t.net/addgene:12260; RRID:Addgene_12260)
Recombinant DNA reagent	Plasmid: pMD2.G	Addgene	Plasmid #12259	pMD2.G was a gift from Didier Trono (Addgene plasmid #12259; http://n2t.net/addgene:12259; RRID:Addgene_12259)
Recombinant DNA reagent	Plasmid: lentiCRISPR v2	Sanjana et al., 2014	Plasmid #52961	lentiCRISPR v2 was a gift from Feng Zhang (Addgene plasmid #52961; http://n2t.net/addgene:52961; RRID:Addgene_52961)
Recombinant DNA reagent	Brunello pooled library in lentiCRISPR v2	Doench et al., 2016	Pooled Library #73179	Human Brunello CRISPR knockout pooled library was a gift from David Root and John Doench (Addgene #73179)
Recombinant DNA reagent	Plasmid: pc-Myc-SFSWAP	GenScript	Cat #OHu108377	Obtained as an N-terminal Myc-tagged clone
Recombinant DNA reagent	Plasmid: hAAVS1-GFP-T2A-b2-MAT-E8-3 hp2-6m9	Scarborough et al., 2021	pNC1330	
Recombinant DNA reagent	Plasmid: hAAVS1-GFP-β-OGT	This paper	pNC1771	
Recombinant DNA reagent	hAAVS1 1 L TALEN	Sanjana et al., 2012	Plasmid #35431	hAAVS1 1 L TALEN was a gift from Feng Zhang (Addgene plasmid # 35431; http://n2t.net/addgene:35431; RRID:Addgene_35431)
Recombinant DNA reagent	hAAVS1 1 R TALEN	Sanjana et al., 2012	Plasmid #35432	hAAVS1 1 R TALEN was a gift from Feng Zhang (Addgene plasmid # 35432; http://n2t.net/addgene:35432; RRID:Addgene_35432)
Recombinant DNA reagent	β-OGT	Park et al., 2017	N/A	β-globin based OGT splicing reporter
Commercial assay or kit	CellTiter-Glo	Promega	Cat #G7570	
Commercial assay or kit	AMPure XP	Beckman Coulter	Cat #A63880	
Commercial assay or kit	KAPA mRNA HyperPrep Kit	Roche	Cat # KK8580	
Sequence-based reagent	Negative Control No. 2 siRNA	ThermoFisher	Cat #4390846	Non-target siRNA
Sequence-based reagent	SFSWAP siRNA #1	ThermoFisher	Assay ID #s12746	Silencer select siRNA
Sequence-based reagent	SFSWAP siRNA #2	ThermoFisher	Assay ID #s12748	Silencer select siRNA
Sequence-based reagent	UPF1 siRNA #1	Sigma-Aldrich	siRNA ID # SASI_Hs01_00101017	Mission siRNA
Sequence-based reagent	UPF1 siRNA #2	Sigma-Aldrich	siRNA ID # SASI_Hs01_00101018	Mission siRNA
Sequence-based reagent	OGT siRNA #1	ThermoFisher	Assay ID #s16094	Silencer select siRNA
Sequence-based reagent	OGT siRNA #2	ThermoFisher	Assay ID #s16095	Silencer select siRNA
Sequence-based reagent	NIPP1 siRNA #1	ThermoFisher	Assay ID #s10954	Silencer select siRNA
Sequence-based reagent	NIPP1 siRNA #2	ThermoFisher	Assay ID #s10955	Silencer select siRNA
Sequence-based reagent	LSM4 siRNA #1	ThermoFisher	Assay ID #s24521	Silencer select siRNA
Sequence-based reagent	LSM4 siRNA #2	ThermoFisher	Assay ID #s24522	Silencer select siRNA
Sequence-based reagent	BCAS2 siRNA #1	ThermoFisher	Assay ID #s20104	Silencer select siRNA
Sequence-based reagent	BCAS2 siRNA #2	ThermoFisher	Assay ID #s20105	Silencer select siRNA
Sequence-based reagent	ELAVL1 siRNA #1	ThermoFisher	Assay ID #s4609	Silencer select siRNA
Sequence-based reagent	ELAVL1 siRNA #2	ThermoFisher	Assay ID #4610	Silencer select siRNA
Sequence-based reagent	HNRNPU siRNA #1	ThermoFisher	Assay ID #s6745	Silencer select siRNA
Sequence-based reagent	HNRNPU siRNA #2	ThermoFisher	Assay ID #s6744	Silencer select siRNA
Sequence-based reagent	ZNF236 siRNA #1	ThermoFisher	Assay ID #s15328	Silencer select siRNA
Sequence-based reagent	ZNF236 siRNA #2	ThermoFisher	Assay ID #s15326	Silencer select siRNA
Sequence-based reagent	ZC3H13 siRNA #1	ThermoFisher	Assay ID #s23011	Silencer select siRNA
Sequence-based reagent	ZC3H13 siRNA #2	ThermoFisher	Assay ID #s23012	Silencer select siRNA
Sequence-based reagent	ZNHIT2 siRNA #1	ThermoFisher	Assay ID #s194322	Silencer select siRNA
Sequence-based reagent	ZNHIT2 siRNA #2	ThermoFisher	Assay ID #s2212	Silencer select siRNA
Sequence-based reagent	SF1 siRNA #1	ThermoFisher	Assay ID #s14976	Silencer select siRNA
Sequence-based reagent	SF1 siRNA #2	ThermoFisher	Assay ID #s200464	Silencer select siRNA
Sequence-based reagent	KIAA1429 siRNA #1	ThermoFisher	Assay ID #s24832	Silencer select siRNA
Sequence-based reagent	KIAA1429 siRNA #2	ThermoFisher	Assay ID #s24833	Silencer select siRNA
Software, algorithm	FlowJo	BD Biosciences	v 10	
Software, algorithm	Snapgene	Dotmatics	v 7.2.1	
Software, algorithm	rMATS	Shen et al., 2014	v 4.3.0	
Software, algorithm	STAR	Dobin et al., 2013	v 2.7	
Software, algorithm	Cutadapt	DOI:10.14806/ej.17.1.200	v 1.9.1	
Software, algorithm	FastQC	http://www.bioinformatics.babraham.ac.uk/projects/fastqc/	v 0.11.5	
Software, algorithm	Rstudio	Posit Software	2024.04.1	
Software, algorithm	MAGeCK-VISPR	Li et al., 2015	v 0.5.6	
Software, algorithm	Whippet	Kreppel et al., 1997; Sterne-Weiler et al., 2018	v 1.6.1	
Software, algorithm	MAJIQ	Vaquero-Garcia et al., 2023	v 2.4.dev102	
Software, algorithm	maser	https://github.com/DiogoVeiga/maser	v 1.22.0	
Software, algorithm	bedtools	Quinlan and Hall, 2010	v 2.29.0	
Software, algorithm	minimap2	Li, 2018	v 2.26	
Software, algorithm	edgeR	Robinson et al., 2010	v 4.2.1	
Software, algorithm	DESeq2	Love et al., 2014	v 1.44.0	
Software, algorithm	EDASeq	Risso et al., 2011	v 2.38.0	
Software, algorithm	RUVSeq	Risso et al., 2014	v 1.38.0	
Software, algorithm	rMAPS2 web server	Hwang et al., 2020	N/A	http://rmaps.cecsresearch.org/
Software, algorithm	rmats2sashimiplot	https://github.com/Xinglab/rmats2sashimiplot	v 3.0.0	
Software, algorithm	Graphpad Prism	Dotmatics	v 10.3.0

# Supplementary material for: SFSWAP is a negative regulator of OGT intron detention and global pre-mRNA splicing
**Source:** eLife. 2025 Apr 23;13:RP104439. doi: 10.7554/eLife.104439
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Material Availability section (after Data Availability) |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key Resources Table (Supplementary File 8) |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Primer sequences table (Supplementary File 9) |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Key Resources Table (Supplementary File 8) |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Figure Legends contain size and replicates. |  |
| Define whether data describe technical or biological replicates. | Biological replicates. A biological replicate is defined by cells being passaged at different times (i.e. not split at the same time for transfection, treatment, etc.) |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | All statistical tests are defined in the Figure Legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data available statement with GEO accession number. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data available statement with GEO accession number. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | No new code was generated but standard pipelines and versions are in Materials and Methods. |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

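RNA-seq of 293A-TOA cells treated with 1 μM TG for 6 hr was analysed in 4 groups of 3 biological replicates, siNT, siSFSWAP, siNT/siUPF1 and siSFSWAP/siUPF1, which makes 12 libraries. The groups were taken from the sample labels, and the group behind each side of a table from the paper's definition of the difference in inclusion level as siNT minus siSFSWAP. Cells without TG were not analysed here.

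The authors made the event tables by trimming the reads with cutadapt 1.9.1, aligning them with STAR 2.7 to GRCh38.p8, as named in the submitters' processing notes, and running rMATS (4.3.0 in the paper's key resources table) with junction and exon counts. The deposited read counts are raw inclusion and skipping reads per event, with the 3 libraries of a group joined in 1 cell. The deposited inclusion levels, from 0 to 1, are the reads of each form divided by its effective length, and the inclusion form's share of their sum. The authors' difference score in each table is the mean inclusion level of the non-target group minus that of the siSFSWAP group. The p-values and FDR values in the tables are those that rMATS gave the authors from its likelihood-ratio test, with Benjamini-Hochberg adjustment. Chromosome and gene identifiers of the tables are those of RefSeq, and the tables hold the predicted decoy exons. Inclusion levels given here were computed from the reads and effective lengths in the same way. The dinucleotides of the introns were checked on the reference genome, and 99.8% of the retained introns and 98.7% of the skipped exons had the splice site dinucleotides at their edges.

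Events were kept with a mean of at least 10 reads per library, at least 10 inclusion reads and at least 10 skipping reads over the libraries compared. For each event a quasi-binomial logistic regression of inclusion against skipping reads was fitted with the group as its term. The Pearson dispersion was moderated across events with the variance shrinkage of limma 3.58.1 and floored at 1, with a prior that gave all skipped exons of each SFSWAP comparison 1 common dispersion (2.64 under TG and 2.96 in the UPF1 knockdown background), the deviance was tested with an F test, and p-values were adjusted by Benjamini-Hochberg over the events kept, with 0.05 as the threshold. The effect of SFSWAP knockdown by UPF1 background was tested in a fit of all 12 libraries as the difference of log2 odds ratios, with a Wald test on the moderated dispersion. UPF1 knockdown was tested between siNT and siNT/siUPF1 at events with the same coordinates in both tables. Fits ran in R 4.3.3 with data.table 1.17.8, and the counts, lists, exact permutation tests and figures in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. All tests are two-sided. Groups of 3 against 3 cannot reach an exact permutation p under 0.1.

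Genes were named by rules set before the data were examined. They are every gene the paper names for splicing, the 6 genes with the largest difference in each direction of each SFSWAP comparison (adjusted p of at most 0.05, a mean of at least 50 reads, groups that do not overlap), the genes labelled in Figure 5 and its supplement, whose values in the figures had been seen, the 4 members of each gene list with the lowest adjusted p, and the 6 genes with the lowest adjusted p for UPF1 knockdown and for the difference between backgrounds. The lists are SR proteins, hnRNP proteins, branchpoint and U2 factors, other splicing regulators, splicing kinases, the O-GlcNAc and hexosamine pathway, nonsense-mediated decay, m6A methylation, DNA repair, chromatin modifiers and cytosolic ribosomal proteins. Skipped exon counts of the chromatin modifier list under TG and of the nonsense-mediated decay list in the UPF1 knockdown background are not reported here. A list's members stand for the genes whose events were tested, and 1 gene can have several events that share reads. Exon and intron numbers, coding regions and NMD transcripts are from GENCODE 44 and its MANE transcripts, on GRCh38.

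The alternatives set before the data were examined were a stricter filter (30 reads), no filter, limma on the log2 odds with a pseudocount of 0.5 or 1, no floor on the dispersion, 1 event per intron or exon, the authors' rMATS p-values adjusted over the events kept, an added condition of a difference of at least 0.2, and leaving out each library in turn. For the OGT decoy the 146 nt form and the share of reads were used as well. Fits with each event's own dispersion or with a dispersion trend on read depth were added after the data were seen.

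The test was also tried on simulated data, in which reads of each comparison were drawn with its own depth and dispersion and 100 events were changed at each of the log2 odds changes 1 and 2. A change of 1 was recovered at 21 retained introns under TG, 12 in the UPF1 knockdown background and 21 for UPF1 knockdown, and at 5, 10 and 9 skipped exons. A change of 2 was recovered at 56, 55 and 52 retained introns and at 17, 24 and 25 skipped exons. Events that had not been changed made up 11 of 88, 12 of 79 and 9 of 82 calls for retained introns and 2 of 24, 3 of 37 and 4 of 38 for skipped exons, so the share of false calls among retained introns can exceed the nominal one. Skipped exons of the SFSWAP comparisons were drawn with their common dispersion, so false calls from exons with a wider spread are not covered. For the difference between backgrounds 32 retained introns and 12 skipped exons with a change of 2 were recovered. Reads at the skipped exon events ranged from 25938092 to 40637076 per library, and at retained intron events from 1812794 to 3030493. Counting intervals are 95% Wilson intervals and cover counting error only.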

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

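Of the tests in this part, the other groupings and splits of the libraries were chosen only after the result was seen, and the tests on exons of transcripts subject to nonsense-mediated decay were set before it.

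UPF1 knockdown in TG-treated cells without SFSWAP knockdown changed 400 of 28261 skipped exons, 258 with higher and 142 with lower inclusion, in a comparison that the paper reports for the OGT decoy. Exon 6 of SNRPA1, a U2 snRNP protein gene, fell from 0.922 ± 0.0151 (SD, n = 3) to 0.648 ± 0.0688 (SD, n = 3, adjusted p = 3.20e-16, and 0.458 with limma on the log2 odds). Retention changed at 2 of 3034 introns, in NTMT1 and CREBZF, and 307 had an unadjusted p under 0.05. By limma 0 skipped exons and 1 intron changed, with 2390 and 254 at an unadjusted p under 0.05. The 6 libraries can be split in 10 ways, too few for a share under 0.05. For skipped exons 1 of the 10, the real one, reached 400, and the highest other split called 129. For introns 3 of the 10 reached 2, and the highest other called 4. Without the siNT library listed 1st 205 skipped exons were called, and without the siNT/siUPF1 library listed 3rd 623. Without the siNT library listed 2nd or 3rd 13 and 6 introns were called, and without the siNT/siUPF1 library listed 1st, 2nd or 3rd 5, 1 and 16.

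The effect of SFSWAP knockdown differed between cells without and with UPF1 knockdown at 31 of 38928 skipped exons and at 1 of 3435 retained introns, by a test of the difference of log2 odds ratios. At an unadjusted p under 0.05 there were 1200 exons (3.08%) and 156 introns (4.54%), and limma called 0 of each, with 2234 and 211 at an unadjusted p under 0.05. SNRPA1 exon 6 was at 0.893 ± 0.0295 (SD, n = 3) in siSFSWAP and 0.874 ± 0.0350 (SD, n = 3) in siSFSWAP/siUPF1 cells (adjusted p for the difference 3.69e-09). An exon of SAT1 had inclusion levels of 0.180 in siNT, 0.0880 in siSFSWAP, 0.477 in siNT/siUPF1 and 0.116 in siSFSWAP/siUPF1 (adjusted p = 1.24e-04), and an exon of SRRM1 0.0550, 0.0977, 0.175 and 0.0625 (adjusted p = 6.52e-06). The CREBZF intron was at 0.478, 0.199, 0.247 and 0.224 in the same order (adjusted p = 1.18e-04). Of 82 groupings that exchange as many siNT as siSFSWAP libraries between the backgrounds, the real one included, 8 called at least 31 exons, with 95 as the highest other count, and 13 called at least 1 intron, with 2 as the highest, so chance is not excluded for either count. Why a grouping called several times the real count was not tested. By their skipping reads each siNT library was closest to the siSFSWAP library at the same place in the list in both backgrounds, but 3 of the 6 siSFSWAP libraries were closest to a siNT library at another place. Leaving out the siNT library listed 2nd or 3rd gave 49 and 56 exons, the siNT/siUPF1 library listed 1st or 3rd 61 and 81, and the siSFSWAP/siUPF1 library listed 2nd 63. Leaving out the siNT library listed 2nd gave 3 introns and the siNT/siUPF1 library listed 3rd gave 4.

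At SNRPA1, SAT1, SRRM1 and HNRNPH3 the inclusion level moved with siUPF1 in cells without siSFSWAP. In cells with siSFSWAP it lay closer to the siNT level. Of the 30 different exons called, 9 are annotated in transcripts subject to nonsense-mediated decay and in no protein-coding transcript. The same holds for 5.76% of the 34699 exons tested. A general fall of such exons with SFSWAP knockdown in both backgrounds is argued against by the cells without siUPF1. Without siUPF1 their mean inclusion over 1488 genes rose by 0.0132, with all siSFSWAP above all siNT libraries (exact permutation test, p = 0.1, the smallest possible). A fall at single exons is not excluded, since the SAT1 exon went from 0.180 in siNT to 0.0880 in siSFSWAP cells. Of the exons annotated solely in such transcripts, 1199 were higher and 799 lower in siSFSWAP than in siNT cells. A weaker UPF1 knockdown in the siSFSWAP/siUPF1 cells is a candidate explanation: the mean inclusion of these exons rose with siUPF1 by 0.0223 in siNT and by 0.00677 in siSFSWAP cells, a difference of 0.0155 (permutation of the siUPF1 labels within each arm, 400 arrangements, p = 0.26). UPF1 reads at skipped exon events were 36.3% higher in siSFSWAP/siUPF1 than in siNT/siUPF1 cells but also 17.7% higher in siSFSWAP than in siNT cells (exact permutation test, p = 0.3 each), and at 2 retained intron events they were at 99.12% of the siNT/siUPF1 level, so they do not decide it. With 3 libraries per group this explanation and an effect of SFSWAP that depends on UPF1, which the design names, cannot be told apart.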

How the results depend on the processing

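The fits with each event's own dispersion and with a dispersion trend, and the splits of the libraries, were chosen after seeing the data, and the other alternatives before the data were examined. No paired analysis was possible because the tables join the 3 libraries of a group in 1 cell with no replicate number. By the skipping reads of 11469 skipped exon events, each siNT library was closest to the siSFSWAP library at the same place in the list (chi-square per event 11.5, 7.451 and 14.71 under TG and 7.602, 11.04 and 4.659 with siUPF1), but under TG the siSFSWAP libraries listed 1st and 3rd were closest to the siNT library listed 2nd (9.163 and 10.98), and the siSFSWAP/siUPF1 library listed 2nd to the siNT/siUPF1 library listed 3rd (6.35). Retention of OGT intron 4 could not be measured under any alternative, since no retained intron event is listed there. UPF1 knockdown has no rMATS p-values. No named event that passed the threshold turned its direction in an alternative, and named events that did not pass were not followed, apart from the OGT decoy.

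With limma on the log2 odds, retained introns changed by SFSWAP knockdown fell from 580 to 0 under TG (1119 at an unadjusted p under 0.05, 939 lower) and from 173 to 1 with siUPF1, and UPF1 knockdown changed 1. With a pseudocount of 1 these were 0, 1 and 1. Skipped exons were 1239 under TG (523 lower, 716 higher), 17 with siUPF1 (10 lower, 7 higher, the direction reversed) and 0 for UPF1 knockdown with limma, and 1611, 276 (163 lower, 113 higher, reversed) and 0 with a pseudocount of 1. The difference between backgrounds was called by limma at 0 introns and 0 exons. With each event's own dispersion all of these counts were 0, with 807 introns (680 lower) and 4738 exons (3004 higher) at an unadjusted p under 0.05 under TG and 430 and 3397 with siUPF1. With rMATS p-values the counts were 1533 introns and 10031 exons under TG and 923 introns and 9466 exons with siUPF1, in the direction given in the text. With a difference of at least 0.2 as well they were 177 and 1258, 64 and 826, and 1 and 92 for UPF1 knockdown. With no filter on low counts, UPF1 knockdown changed 63 introns and 735 exons, and SFSWAP knockdown with siUPF1 284 introns. With at least 30 reads 19 exons differed between the backgrounds. Of 43 named intron events under TG that passed the threshold, 0 did so with limma and 41 with rMATS p-values, and of 58 named exon events 23 and 57. With siUPF1 0 and 25 of 26 intron events and 2 and 61 of 62 exon events did. The cause of these differences was not tested.

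The lower inclusion of the OGT decoy with siUPF1, a difference of 0.2275, had an adjusted p of 0.265 with limma, 0.206 with a pseudocount of 1 and 0.489 with the event's own dispersion, in a range of 1.00e-04 to 0.489. For the decoy under TG the range was 0.071 to 0.612. The difference of -0.197 between siNT and siNT/siUPF1 had an adjusted p of 0.0419 with no filter, in a range up to 0.768. Listed decoys changed at 230 events with siUPF1 and 235 under TG when an overlap with the list was enough, 252 and 279 with rMATS p-values, 0 and 20 with limma, and 37 and 43 with a difference of at least 0.2. Decoy-containing introns changed at 2 and 2 by overlap, at 3 with rMATS p-values with siUPF1, and at 0 with limma or a difference of at least 0.2. UPF1 reads in siNT/siUPF1 were 38.3% of those in siNT at retained intron events and 29.6% at skipped exon events.

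Leaving out 1 library gave 363 to 786 introns and 2258 to 3935 exons under TG, 87 to 349 introns and 1399 to 3231 exons with siUPF1, 1 to 16 introns and 205 to 623 exons for UPF1 knockdown, and 1 to 4 introns and 26 to 81 exons for the difference between backgrounds. Under TG the introns were 368 and 363 without the siNT library listed 1st or 3rd and 384 and 383 without the siSFSWAP library listed 1st or 2nd, and the exons 2258 and 2392 without the siSFSWAP library listed 1st or 3rd. With siUPF1 the introns were 87, 96 and 89 without the siSFSWAP/siUPF1 library listed 1st, 2nd or 3rd and 349 without the siNT/siUPF1 library listed 3rd. The exons there were 1470 and 1449 without the siSFSWAP/siUPF1 library listed 1st or 2nd, and their direction was reversed at 1648 (913 lower, 735 higher) without the one listed 3rd and at 1399 (713 lower, 686 higher) without the siNT/siUPF1 library listed 2nd. The OGT decoy difference ranged from 0.0510 to 0.176 under TG and passed the threshold without the siNT library listed 1st (0.176, adjusted p = 0.0307) or the siSFSWAP library listed 2nd (0.157, adjusted p = 0.0453). With siUPF1 it ranged from 0.160 to 0.286 and missed the threshold without the siSFSWAP/siUPF1 library listed 2nd (adjusted p = 0.111). For UPF1 knockdown it ranged from -0.242 to -0.133, and passed without the siNT/siUPF1 library listed 2nd (adjusted p = 0.04). At the depth and number of libraries of these tables, a simulated log2 odds change of 1 was recovered at 21 of 100 retained introns and 5 of 100 skipped exons under TG.

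The libraries of each SFSWAP comparison can be split in 10 ways, too few for a share under 0.05. The real count was reached by 1 of the 10 splits, itself, in each. The highest other splits called 1 intron (580 in the real one) and 3 exons (3738) under TG, and 0 introns (173) and 87 exons (2465) with siUPF1.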

Differences from the paper's values

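In Figure 3—figure supplement 8, read by eye, the paper gives about 2100 retained introns with lower and about 840 with higher retention after SFSWAP knockdown under TG, where 513 and 67 were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's values, and the nearest, rMATS p-values over the events kept, gave 1247 and 286. For skipped exons the same figure gives about 4300 with lower and about 7100 with higher inclusion, and here 1299 and 2439 were found. The rMATS p-values over the events kept gave 3773 and 6258, both below the paper's values but within 1.5 times of them, and each of the other alternatives set before the data were examined did not. The paper's Methods also ask for a difference in inclusion level of at least 0.2, but its figure draws events below that, so these counts are set side by side at an adjusted p of 0.05 alone. With that condition added, 161 introns were lower and 16 higher here, and 327 exons lower and 931 higher. At an FDR of at most 0.05 from the authors' own rMATS run, the tables hold 1333 introns with lower and 355 with higher retention. They hold 3719 exons with lower and 6207 with higher inclusion. All of these counts are below those of the figure, so a gap was present before the test used here. The paper's figure was made with GENCODE annotation, and the tables used here with RefSeq and added decoys. Here as in the paper, more introns had lower than higher retention and more exons had higher than lower inclusion.

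The paper calls the OGT decoy more included with UPF1 knockdown. Here the inclusion level was 0.671 ± 0.113 (SD, n = 3) in siNT and 0.868 ± 0.0810 (SD, n = 3) in siNT/siUPF1, the direction of the paper, with an unadjusted p of 0.00304 and an adjusted p of 0.119 from the moderated quasi-binomial test with limma. It was called with no filter on low counts (adjusted p = 0.0419) and without the siNT/siUPF1 library listed 2nd (adjusted p = 0.04), in a range up to 0.768 over the alternatives. The higher level came with fewer reads from exon 4 directly to exon 5 (34, 29 and 25 in siNT, 5, 20 and 10 in siNT/siUPF1). Reads counted toward the decoy overlapped between these groups. The medians of the inclusion levels of the OGT decoy in each group match those drawn in Figure 4c.

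Of 22 labels of Figure 5 and its supplement that were matched to a tested decoy, 18 had the direction that the figure shows. The labels were read by eye and matched by gene and coordinates, so a label can stand for another decoy of the gene. In 4 the means lay the other way and none of these passed the test. They are HDAC7 with siUPF1 (0.0418 in siNT/siUPF1 and 0.0297 in siSFSWAP/siUPF1, adjusted p = 0.933 with limma's moderation) and, under TG, ATG9A (0.810 and 0.714, adjusted p = 0.638), CPSF7 (0.00360 and 0.0181, adjusted p = 0.163) and FLOT2 (0.0423 and 0.0515, adjusted p = 0.980). With rMATS p-values over the events kept ATG9A was called (adjusted p = 0.0437), in the direction found here. MGEA5 had the paper's direction and was called with rMATS p-values (adjusted p = 0.0439) but not by the test used here (adjusted p = 0.165), and CAT had the paper's direction (0.0599 and 0.0330) and was called by neither (adjusted p = 0.508 and 0.0795).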

Other observations

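The tests of a GC bias, of retention in groups of introns by GC content and of the junctions of the OGT decoy were chosen only after the result was seen, and the comparisons of the GC content of changed events were set before it.

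Introns that lost and gained retention differed in base composition, and skipped exons in the opposite way. Under TG the 513 introns with lower retention after SFSWAP knockdown had a mean GC content of 61.8% ± 9.30 (SD over introns) and the 67 with higher retention 43.6% ± 12.8 (SD over introns), where all introns tested had 52.7%. Their upstream exons had 58.2% and 48.0%, and their downstream exons 57.8% and 46.3%. Skipped exons with lower inclusion had 44.7% and those with higher inclusion 56.3%. With siUPF1 the means were 60.8% and 41% for introns and 45.0% and 55.4% for skipped exons. Each of these differences had a permutation p of 1e-05, the smallest that 100000 permutations can give, in a family of 12 tests, and events that share a gene are not independent.

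In the UPF1 knockdown background, events of O-GlcNAc and hexosamine pathway genes were 2 lower and 5 higher after SFSWAP knockdown, in AMDHD2, GPI and OGT (11 adjusted over the list alone). Those of cytosolic ribosomal protein genes were 25 lower and 30 higher (61 adjusted over the list alone). In SRSF6 the exon at chromosome 20, 43459305 to 43459420, fell from 0.486 ± 0.170 (SD, n = 3) to 0.210 ± 0.0205 (SD, n = 3, adjusted p = 5.68e-20 with limma's moderation, and 0.273 with limma on the log2 odds), and UPF1 knockdown alone raised the inclusion of an overlapping exon of SRSF6, from 43459153 to 43459420.

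In the TG-treated cells a bias between the libraries in how well GC-rich sequence is read is argued against as the whole source of the difference in composition. Such a bias would move reads of GC-rich introns and exons the same way, but over all tested events of these cells the rise in inclusion after SFSWAP knockdown went with the GC content over that of the flanking exons by a Spearman's rho of -0.2291 at introns and 0.0684 at exons (permutation p = 1e-04 each, the smallest possible, across events that are not independent replicates). With siUPF1 rho was -0.2013 at introns (p = 1e-04) and 0.00974 at exons (p = 0.0869), which does not decide on such a bias over all tested events. At the called events with siUPF1 rho was -0.3173 at 173 introns and 0.0862 at 2279 exons (permutation p = 1e-04 each). The called events were picked by their change, so their opposite directions restate the pattern and do not decide on such a bias either. A general loss of unspliced RNA is argued against too, since among introns in 4 groups of equal size by GC content, 43.33% of the lowest group had lower retention (95% Wilson interval 40.8% to 45.9%), against 78.2% of the highest, and with siUPF1 36.83% of the lowest (34.2% to 39.5%). A dependence of the SFSWAP effect on base composition, or on features that go with it, may remain as a hypothesis. The paper reports a trend of this kind for retained introns and skipped exons in untreated cells. The comparisons of GC content here were set beforehand, but the tests of other explanations were chosen on these data.

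The lower inclusion level of the OGT decoy after SFSWAP knockdown was measured from reads that mostly do not cross from exon 4 into the decoy. If the reads came from spliced decoys, 40.4% of the positions counted would lie on the junction from exon 4 into the decoy, but at most 1.05% to 5.83% of the reads in the 6 libraries without siUPF1 did, with 12.13% as the highest upper 95% Wilson bound. These values are consistent with reads from the retained intron being counted as decoy inclusion. A lower mean of the reads counted toward inclusion was not seen, with ratios of siSFSWAP to siNT of 1.12 under TG and 1.05 with siUPF1 (exact permutation test, p = 0.7 each), while reads on the exon 4 to exon 5 junction were 2.01 and 3.91 times as many (exact permutation test, p = 0.1 each, the smallest possible), so the lower level came with more of the latter. A lower recognition of the decoy after SFSWAP knockdown, the explanation that the design names, was not tested apart from this.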
